# Transcription-dependent targeting of Hda1C to hyperactive genes mediates H4-specific deacetylation in yeast

**DOI:** 10.1038/s41467-019-12077-w

**Published:** 2019-09-19

**Authors:** So Dam Ha, Seokjin Ham, Min Young Kim, Ji Hyun Kim, Insoon Jang, Bo Bae Lee, Min Kyung Lee, Jin-Taek Hwang, Tae-Young Roh, TaeSoo Kim

**Keywords:** Gene regulation, Chromatin, Histone post-translational modifications, Transcription

## Abstract

In yeast, Hda1 histone deacetylase complex (Hda1C) preferentially deacetylates histones H3 and H2B, and functionally interacts with Tup1 to repress transcription. However, previous studies identified global increases in histone H4 acetylation in cells lacking Hda1, a component of Hda1C. Here, we find that Hda1C binds to hyperactive genes, likely via the interaction between the Arb2 domain of Hda1 and RNA polymerase II. Additionally, we report that Hda1C specifically deacetylates H4, but not H3, at hyperactive genes to partially inhibit elongation. This role is contrast to that of the Set2–Rpd3S pathway deacetylating histones at infrequently transcribed genes. We also find that Hda1C deacetylates H3 at inactive genes to delay the kinetics of gene induction. Therefore, in addition to fine-tuning of transcriptional response via H3-specific deacetylation, Hda1C may modulate elongation by specifically deacetylating H4 at highly transcribed regions.

## Abstract (web summary)

In yeast, Hda1 histone deacetylase complex (Hda1C) preferentially deacetylates H3 and H2B, but has also been implicated in global H4 deacetylation. Here, the authors provide evidence that Hda1C binds to hyperactive genes, where it specifically deacetylates H4 to partially inhibit elongation, suggesting a role for Hda1C in elongation by specifically deacetylating H4 at highly transcribed regions.

## Introduction

Eukaryotic transcription is regulated by covalent modifications of histones, including acetylation, methylation, phosphorylation, and ubiquitination^1,2^. Histone acetylation directly activates RNA polymerase II (RNA Pol II) transcription by disrupting the interaction between histones and DNA, thereby opening the chromatin structure, and/or recruiting factors that affect local chromatin structure and transcription. By contrast, histone deacetylation directly represses transcription.

The opposing activities of histone acetyltransferases (HATs) and histone deacetylases (HDACs) dynamically regulate histone acetylation and transcription. In yeast, multiple HATs, including SAGA, NuA3, and NuA4, are responsible for acetylation at promoter regions^3^, whereas histone deacetylation is mainly mediated by the Rpd3 large (Rpd3L) HDAC^3–5^. Histone acetylation/deacetylation within coding regions affects RNA Pol II elongation, transcription initiation from cryptic promoters, and histone exchange^2^. Furthermore, co-transcriptional histone methylations at H3K4 and H3K36 play important roles in the regulation of histone acetylation. H3K4me3 at promoter regions acts as a binding site for multiple HATs and HDACs^3^. In addition, H3K4me2 targets the Set3 HDAC to deacetylate histones located at the 5′ ends of genes^6^. In 3′-transcribed regions, H3K36me2/3 enhances deacetylation by recruiting the Rpd3 small (Rpd3S) HDAC^7,8^.

Hda1C includes three subunits: Hda1, Hda2, and Hda3 (ref. ^9,10^). Hda1 is a class II HDAC that contains a HDAC domain and an Arb2 domain at its N terminus and C terminus, respectively^11^. Hda2 and Hda3 are structurally similar and form a heterodimeric complex; both subunits contain a potential DNA-binding domain and a coiled-coil domain at their N terminus and C terminus, respectively^11^. The coiled-coil domains of Hda2 and Hda3 are essential for both the interaction with Hda1 and the HDAC activity of the complex^11^. Notably, the Arb2 domain of Hda1 and the DNA-binding domains of Hda2 and Hda3 are not required for HDAC activity, suggesting that they may have a role in targeting of the complex to chromatin. Indeed, a recent study revealed that the Arb2 domain of Hda1 binds directly to nucleosomes in vitro^12^. Furthermore, the DNA-binding domains of Hda2 and Hda3 are able to bind to double- or single-stranded DNA in vitro^11^; however, their functions in vivo remain unknown.

Hda1C deacetylates histone H3 and H2B and interacts with the general corepressor Tup1 to repress transcription^13^. At some inactive promoters, Hda1C mutants show hyperacetylation of H3 and H2B, but not H4 or H2A^13,14^. However, a previous study showed global increases in the acetylation of H4, as well as H3, in cells lacking *HDA1* (ref. ^10^). In addition, HDAC activity of the Hda1C complex toward histone H4 has also been reported in vitro, suggesting that Hda1C may play important roles in H4 deacetylation^9^.

In this study, we show that Hda1C binds to hyperactive genes, likely through an interaction with RNA Pol II. Surprisingly, we find that, unlike at inactive genes, Hda1C specifically deacetylates histone H4 within hyperactive coding regions. Furthermore, loss of Hda1C slightly suppresses the growth defect caused by loss of Bur1, suggesting that Hda1C may play a negative role in elongation. A comparative analysis of acetylation changes suggests that Hda1C and the Set2–Rpd3S pathway have overlapping but distinct functions in the deacetylation of histone H4 within coding regions. Finally, we find that Hda1C preferentially deacetylates histone H3 at less active genes to delay the kinetics of gene induction upon environmental changes. We propose that Hda1C has two distinct functions in transcription: (1) H4 deacetylation at hyperactive coding regions to regulate elongation, and (2) H3 deacetylation at inducible genes to fine-tune the kinetics of gene activation.

## Results

### Hda1C deacetylates histone H4 at hyperactive coding regions

To understand the exact function of Hda1C in more detail, the acetylation patterns of histones H3 and H4 were determined by chromatin immunoprecipitation (ChIP) assays using antibodies recognizing di-acetyl H3 (K9 and K14) and tetra-acetyl H4, respectively. To determine whether Hda1C differentially affects histone acetylation depending on the transcriptional status of *GAL* genes, chromatin was prepared from wild-type and *hda1∆* cells grown in medium containing glucose or galactose. Levels of histone acetylation were normalized to total histone content, as determined by H3 occupancy. Consistent with previous reports, H3 acetylation, but not H4 acetylation, was higher at *GAL3* promoters in *hda1∆* cells than wild-type cells under inactive conditions (YP-Glucose) (Fig. 1a)^13,14^. Under the same conditions, H3 acetylation within the *GAL3*-coding region was also increased following deletion of *HDA1*, suggesting that Hda1C-mediated deacetylation of H3 is not just restricted to inactive promoters. Notably, the effect of *HDA1* deletion on H3 acetylation was significantly reduced when *GAL3* was activated by growth in medium containing galactose (Fig. 1a). However, loss of Hda1 resulted in a strong increase in H4 acetylation within the *GAL3-*coding region under active conditions (Fig. 1a).

**Fig. 1:**
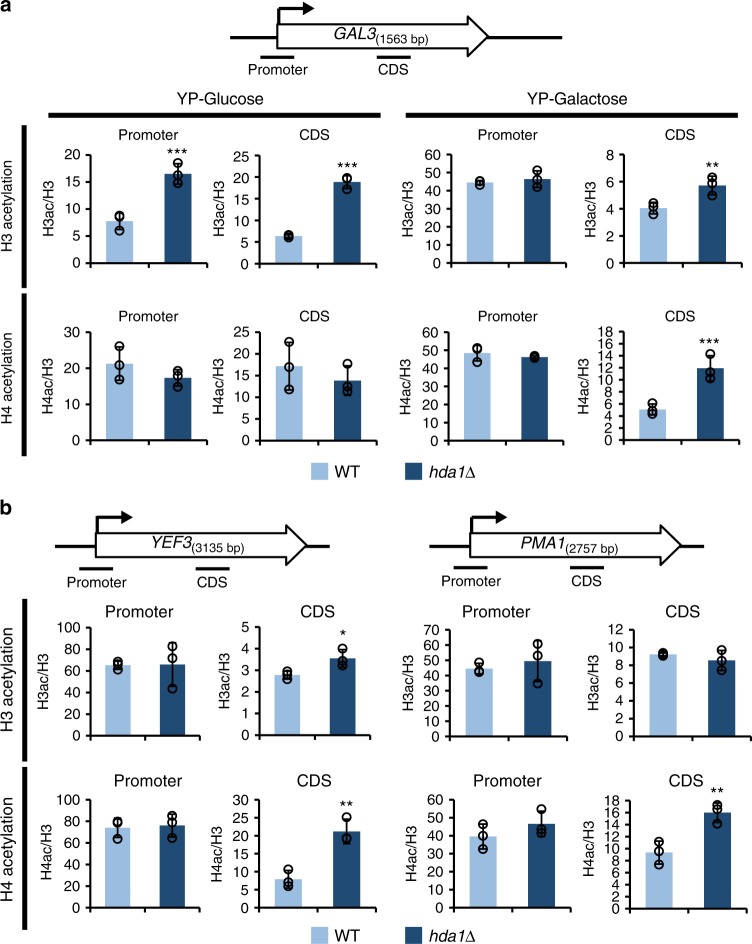
Hda1C preferentially deacetylates histone H4 at actively transcribed genes. **a** Hda1C specifically deacetylates histone H4 at active *GAL3-*coding regions. Crosslinked chromatin from the indicated strains grown in YP-Glucose (YPD) or YP-Galactose was precipitated with an anti-H3, anti-acetyl H3, or anti-acetyl H4 antibody as indicated. PCR analysis of the precipitated DNA was carried out on the promoter and coding regions of *GAL3*. A non-transcribed region located close to the telomere of chromosome VI was used as an internal control. The signals for acetyl H3 and acetyl H4 were quantitated and normalized to the total H3 signal. Error bars show the standard deviation calculated from three biological replicates, each with three technical replicates. **p < 0.01 and ***p < 0.001 (two-tailed unpaired Student’s *t* tests). **b** Hda1C deacetylates histone H4 at coding regions of the actively transcribed genes *YEF3* and *PMA1*. Crosslinked chromatin from the indicated strains grown in YPD was precipitated with an anti-H3 or anti-acetyl H4 antibody as indicated, and a ChIP assay was performed as in **a**. Error bars show the standard deviation calculated from three biological replicates, each with three technical replicates. *p < 0.05 and **p < 0.01 (two-tailed unpaired Student’s *t* tests). Source data are provided as a Source Data file

The findings described above suggest that Hda1C may have two distinct functions in histone deacetylation, namely, deacetylation of histone H3 at inactive genes and deacetylation of histone H4 within active coding regions. To confirm these hypotheses, acetylation patterns were analyzed at two actively transcribing genes: *YEF3* and *PMA1*. Whereas H4 acetylation within the coding regions of these genes was strongly increased in the *hda1∆* strain, deletion of *HDA1* did not strongly affect H4 acetylation at the promoter regions or H3 acetylation at the promoter or coding regions (Fig. 1b). The same patterns of histone acetylation were also observed in *hda2∆* and *hda3∆* strains (Supplementary Fig. 1a–c). These findings provide further evidence that Hda1C specifically deacetylates histone H4 within coding regions of actively transcribed genes.

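Histone acetylation was measured by ChIP-seq with antibodies against acetylated H3 and acetylated H4 in wild-type, *hda1∆* and *tup1∆* cells grown in YPD at 30 °C, with 2 libraries per strain. H4 acetylation was measured in a set of libraries with an *S. pombe* spike-in and in a set without, and H3 acetylation in the set without spike-in only. For each library, the authors deposited the peaks called by MACS2, each with its position, a score, a fold enrichment over the control, and the −log10 of its p and q values. Read counts are not part of these lists, so the depth behind each peak is unknown, and acetylation relative to H3 occupancy was not computed. Instead, the share of each coding region lying under peaks was computed for 6002 nuclear protein-coding genes, from start to stop codon and with introns, in the R64 gene table. This peak coverage records where acetylation was called above background and not its height. A gene with no peak in any library, or covered completely in all of them, can therefore show no change.

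Peak coverage moves with the amount of the genome called. In the spike-in set, H4 acetylation peaks covered 3867592 and 3974002 bp in the wild-type libraries, 3424835 and 3515952 bp in *hda1∆* and 3906410 and 4192994 bp in *tup1∆*. Without spike-in, they covered 3657267 and 3644778 bp in wild-type, 3204815 and 3163868 bp in *hda1∆* and 3822815 and 3800376 bp in *tup1∆*. H3 acetylation peaks covered 2720225 and 2681703 bp in wild-type, 3131883 and 3152437 bp in *hda1∆* and 3131542 and 2874686 bp in *tup1∆*. Between replicates, 92.2 to 96.4% of the H4 acetylation peaks of the spike-in set overlapped a peak of the other library by at least 1 bp. This share was 95.0 to 97.4% without spike-in and 91.3 to 96.1% for H3 acetylation.

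The deleted genes served as a check of the labels. H4 acetylation peaks of the spike-in set covered 16.2 and 19.1% of *HDA1* (YNL021W) in the wild-type libraries and 18.2 and 17.9% in *tup1∆*, and no peak touched it in *hda1∆*. *TUP1* (YCR084C) was covered by 2.66 and 4.76% in wild-type and by 5.70 and 7.66% in *hda1∆*, with no peak in *tup1∆*. H3 acetylation peaks covered 9.81 and 12.4% of *HDA1* in wild-type and none of it in *hda1∆*. They touched *TUP1* in no strain, which leaves the *tup1∆* label of the H3 libraries unchecked.

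The paper sorts genes by Rpb3 occupancy, which was not used here. As stand-ins, 137 ribosomal protein genes and 15 glycolysis genes were taken as active, and 61 meiosis genes and 25 glucose-repressed genes as inactive in this medium. The contrast between the 152 active and 86 inactive genes is the mean change of the first minus that of the second, in percentage points. It was tested by moving the peaks of all compared libraries together by 10000 random distances round the 16 joined chromosomes (two-sided rotation test, a circular permutation of positions), because an exact permutation of 2 libraries against 2 cannot give a p under 0.33. The rotation p treats gene positions as the source of chance and carries no difference between cultures, so values per library are given beside it. Over the 15 acetylation contrasts, the p values were adjusted by the Benjamini-Hochberg method.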

To explore the roles of Hda1C in histone deacetylation on a genome-wide level, we used chromatin immunoprecipitation sequencing (ChIP-seq) to monitor H3 and H4 acetylation in the wild-type and *hda1∆* strains. As Hda1C functionally interacts with the general corepressor Tup1, histone acetylation patterns were also determined in *tup1∆* cells^15^. Levels of histone acetylation were normalized to total histone H3 levels. 

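H3 acetylation peaks covered 17.3% ± 0.506 (SD, n = 2 libraries) of the coding regions of the inactive genes in wild-type, 30.6% ± 0.0614 (SD, n = 2) in *hda1∆* and 28.9% ± 2.04 (SD, n = 2) in *tup1∆*. At the active genes, coverage was 62.1% ± 1.00 (SD, n = 2) in wild-type, 64.6% ± 0.385 (SD, n = 2) in *hda1∆* and 56.9% ± 1.69 (SD, n = 2) in *tup1∆*. The change at active minus inactive genes was −10.8 percentage points in *hda1∆* and −16.8 points in *tup1∆* (rotation permutation test, p = 0.0001 for each, the smallest that 10000 rotations can give, and 0.00013 after adjustment). Of the alternative settings, leaving out the ribosomal protein genes moved the *hda1∆* contrast most, to −23.6 points. With peaks taken until every library covered the same length, it was −7.03 points (permutation p = 0.0074).

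The glucose-repressed genes rose from 18.6% ± 2.19 (SD, n = 2) in wild-type to 44.1% ± 0.837 (SD, n = 2) in *hda1∆* and 38.7% ± 2.88 (SD, n = 2) in *tup1∆*. The meiosis genes rose from 16.8% ± 1.61 (SD, n = 2) to 25.1% ± 0.257 (SD, n = 2) and 24.8% ± 1.70 (SD, n = 2), respectively. In both classes, each mutant library lay above both wild-type libraries. The ribosomal protein genes rose by 3.88 points in *hda1∆*, but fell by 0.893 and 0.328 points when the gene positions were moved by 200 bp in either direction. The glycolysis genes, covered by 34.7% in wild-type, fell by 10.3 points in *hda1∆* and by 7.21 points in *tup1∆*, with each mutant library below both wild-type libraries. *GAL3* (YDR009W, chromosome IV), an inactive gene in glucose, had no H3 acetylation peak in its coding region in either wild-type library, and was covered by 100 and 99.6% in *hda1∆* and by 100% in both *tup1∆* libraries.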

In both *hda1∆* and *tup1∆* cells, H3 acetylation was increased at inactive genes, as sorted by Rpb3 occupancy (Fig. 2a). By contrast, deletion of *HDA1* increased H4 acetylation within the coding regions of more active genes (Fig. 2a). 

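H4 acetylation peaks of the set without spike-in covered 24.1% ± 1.05 (SD, n = 2) of the coding regions of the active genes in wild-type and 52.8% ± 0.518 (SD, n = 2) in *hda1∆*. The inactive genes went from 27.0% ± 0.342 (SD, n = 2) to 24.5% ± 0.792 (SD, n = 2). The resulting contrast was 31.1 percentage points (rotation permutation test, p = 0.0001, adjusted p = 0.00013). The ribosomal protein genes made up most of this difference, with 26.1 and 24.4% covered in the wild-type libraries and 57.2 and 55.8% in *hda1∆*. The glycolysis genes were covered by 13.3% in each wild-type library and by 16.3 and 21.1% in *hda1∆*. With the ribosomal protein genes left out, which moved the contrast most, it was 7.85 points (permutation p = 0.044).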

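Peaks of acetylated H4 in the spike-in set covered the active genes over 21.0% ± 1.60 (SD, n = 2) of their coding regions in wild-type, 49.7% ± 2.18 (SD, n = 2) in *hda1∆* and 44.7% ± 2.22 (SD, n = 2) in *tup1∆*. The inactive genes were covered by 29.2% ± 0.00929 (SD, n = 2), 21.6% ± 1.09 (SD, n = 2) and 32.3% ± 3.37 (SD, n = 2), respectively. The contrast of active and inactive genes was 36.3 percentage points in *hda1∆* and 20.6 points in *tup1∆* (rotation permutation test, p = 0.0001 and adjusted p = 0.00013 for each). The *tup1∆* contrast in the set without spike-in was 11.0 points (permutation p = 0.0001, adjusted p = 0.00013). The difference between the mutants, tested after the values of each were seen, was 15.7 points in the spike-in set and 20.2 points without spike-in (permutation p = 0.0001 for each). Among genes of 1000 to 2000 bp alone, it was 8.58 points in the spike-in set (permutation p = 0.11).

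These contrasts rest on the ribosomal protein genes. Their coverage was 20.6 and 23.1% in the wild-type libraries, 55.4 and 52.0% in *hda1∆* and 47.9 and 49.4% in *tup1∆*. Of the 15 glycolysis genes, 13 had no peak in any wild-type or *hda1∆* library and 2 were covered completely in all of them. This class thus showed no change in *hda1∆*, although the 13 had room to gain. Without the ribosomal protein genes, the *hda1∆* contrast was 7.65 points (permutation p = 0.11) and the *tup1∆* contrast −7.42 points (permutation p = 0.16). The latter rests on *tup1∆* libraries that lay on either side of wild-type, with 0 and 17.9% of the glycolysis genes covered against 13.3% in each wild-type library. The meiosis genes were covered by 20.8 and 21.5% in wild-type, 11.4 and 12.5% in *hda1∆* and 25.3 and 30.2% in *tup1∆*. The glucose-repressed genes were covered by 49.8 and 48.0%, 43.8 and 46.4%, and 41.0 and 45.5%, respectively. The rise of the inactive genes in *tup1∆* thus came from the meiosis genes.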

We further generated quantitative ChIP-seq data with *Schizosaccharomyces pombe* spike-in control normalization to ensure the accurate changes in H4 acetylation levels. *hda1∆* cells but not *tup1∆* cells still exhibited a strong increase of H4 acetylation within more active genes (Fig. 2b). This finding indicates that Hda1C-mediated deacetylation of H4 within coding regions is independent of Tup1.

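To ask whether the same genes changed in the 2 mutants, a gene was counted as gaining coverage when both mutant libraries lay at least 10 percentage points above both wild-type libraries. To keep the same wild-type libraries from entering both sides, *hda1∆* in the spike-in set was compared with *tup1∆* in the set without. Of the 256 genes gaining H4 acetylation coverage in *hda1∆*, 66 also gained it in *tup1∆*, and 30 of the 66 were ribosomal protein genes. The other way round, 104 of the 460 genes gaining coverage in *tup1∆* with the spike-in were among the 265 of *hda1∆* without it, and 58 of the 104 were ribosomal protein genes. Between the *hda1∆* comparisons of the 2 sets, 122 genes were shared, 62 of them ribosomal protein genes. Independent lists would share 20.3 to 33.3, 20.3 to 32.2 and 11.3 to 19.0 genes in the 3 comparisons, respectively, where the range comes from counting over all genes or over genes that could change or had room to gain, a choice made after the values were seen. The paper reports a strong rise of H4 acetylation in more active genes of *hda1∆* but not *tup1∆* cells (Fig. 2b). From this it concludes that deacetylation of H4 within coding regions by Hda1C is independent of Tup1.

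**Figure D1:**
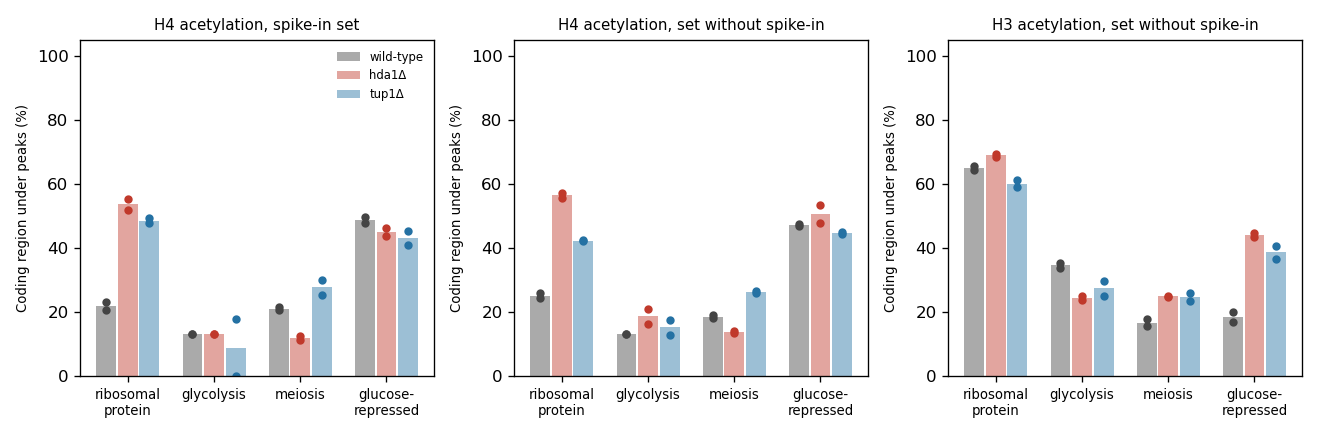
Share of coding regions under acetylation peaks, in percent, for 4 gene classes in wild-type, *hda1∆* and *tup1∆* cells. Bars are means of 2 libraries and points are the libraries. In the H4 acetylation panels, the ribosomal protein genes lie above wild-type in both mutants, and in the H3 acetylation panel the glucose-repressed genes do.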

**Fig. 2:**
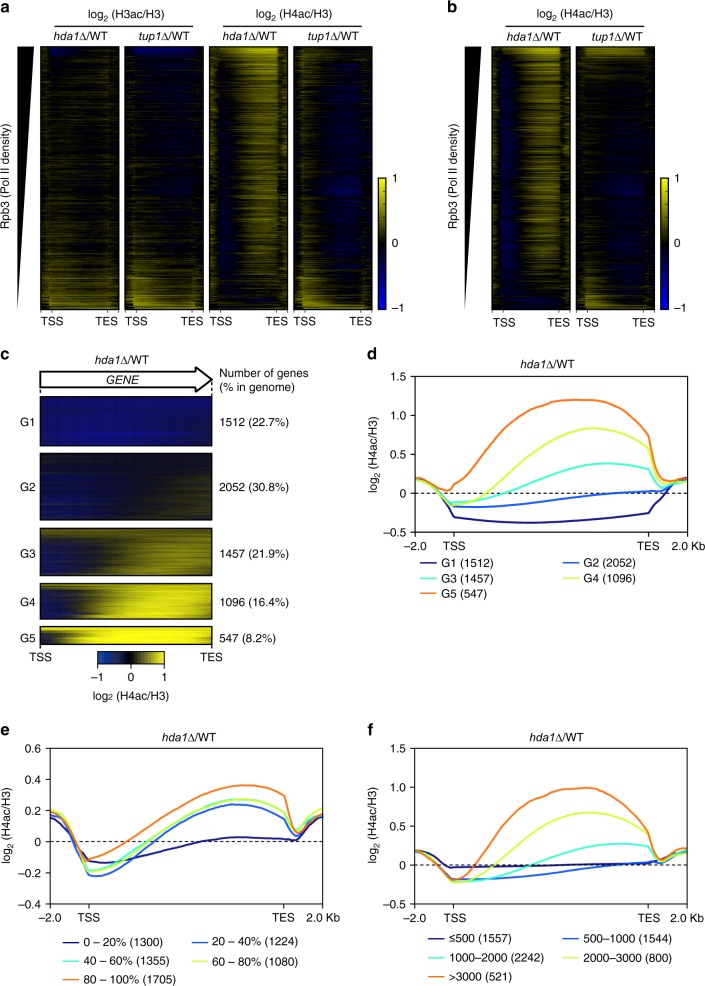
Actively transcribed long genes are preferentially deacetylated by Hda1C. **a** Hda1, but not Tup1, deacetylates histone H4 within coding regions. Heatmaps of H3 and H4 acetylation levels calculated as the log2 fold change in *hda1∆* or *tup1∆* cells versus wild-type cells from two independent ChIP-seq experiments. All genes are sorted by descending order of Rpb3 occupancy from Mayer et al.^45^. The *y* axis indicates each gene and the *x* axis indicates relative position to the transcription start site (TSS) and transcription end site (TES). **b** Confirmation of H4-specific deacetylation by Hda1C. Heatmaps of H4 acetylation levels calculated as in **a** from two independent ChIP-seqs including *S. pombe* chromatin as spike-in controls. All genes are sorted by descending order of Rpb3 occupancy. The *y* axis indicates each gene and the *x* axis indicates relative position to the transcription start site (TSS) and transcription end site (TES). **c** Heatmaps of H4 acetylation patterns for five gene groups identified by K-mean clustering using ChIP-seq data from **b**. The number of genes and % in genome are indicated on the right. **d** Average plot of the data shown in **c**. The *x* axis indicates relative position to the transcription start site (TSS) and transcription end site (TES). The number of genes is indicated in the parenthesis. **e** Actively transcribed genes exhibit a marked increase in H4 acetylation upon deletion of *HDA1*. Average plot of histone acetylation patterns based on RNA Pol II occupancy (Rpb3). The “0–20%” group includes genes showing the lowest Rpb3 occupancy and the “80–100%” group includes genes with the highest level of Rpb3 binding. **f** Longer genes show a larger increase in H4 acetylation than shorter genes upon deletion of *HDA1*. The plot shows average histone acetylation patterns grouped by gene length

Next, using the data set from Fig. 2b, we divided the genes into five groups by K-mean clustering to categorize genes based on similarities in acetylation profiles. 

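In the spike-in set, 652 of the 6002 genes (10.9%) lost H4 acetylation coverage in *hda1∆* by the same margin, against 4.27% that gained. With 1 mutant and 1 wild-type library on each side, the same margin called 31 to 59 genes, which is the level set by replicate noise. Over all genes, 38.5% ± 0.518 (SD, n = 2) of coding regions was covered in *hda1∆* and 42.3% ± 0.813 (SD, n = 2) in wild-type. No peak touched 1313 genes in any of the 4 libraries, and 924 genes were covered completely in all of them. Over the alternatives, the number of gaining genes lay between 136, with a margin of 25 points, and 413, without *hda1∆* replicate 1. With equal covered length in every library, 377 genes gained and 365 lost coverage. Without the spike-in, 265 genes (4.42%) gained and 723 (12.0%) lost coverage.

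The 5 genes with the largest gain, *SOR1* (YJR159W), *RPS7A* (YOR096W), *RTA1* (YGR213C), *RPL2A* (YFR031C-A) and *RPS14B* (YJL191W), had no H4 acetylation peak in their coding regions in wild-type in the spike-in set and were covered completely in both *hda1∆* libraries. In *tup1∆*, *RTA1* and *RPS14B* were also covered completely, *SOR1* by 74.5 and 82.2%, *RPL2A* by 42.0 and 48.6%, and *RPS7A* in 1 library only, by 36.0%. Without spike-in, *hda1∆* peaks covered *SOR1* by 60.2 and 89.9%, *RPS7A* by 48.6 and 63.8%, *RTA1* by 70.8 and 72.9%, *RPL2A* by 100 and 87.7% and *RPS14B* by 100% in both libraries, and wild-type peaks touched only *RPL2A* (38.7 and 34.5%) and, in 1 library, *RPS14B* (28.7%). *RPS7A*, *RPL2A* and *RPS14B* each have a similar copy, between which reads may be divided. Whether *SOR1* and *RTA1* have similar copies was not examined.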

Approximately 47% of the genes (including groups 3, 4, and 5) showed a considerable increase in H4 acetylation within coding regions upon deletion of *HDA1* (Fig. 2c, d). To understand the relationships between the changes in H4 acetylation levels and transcription frequency or gene length, all genes were classified into five groups based on RNA Pol II occupancy in wild-type cells or their length (Fig. 2e, f). Highly active genes in wild-type cells and longer genes showed more substantial increases in H4 acetylation following deletion of *HDA1* than those with lower RNA Pol II occupancies and shorter genes, respectively (Fig. 2e, f). By contrast, deletion of *HDA1* caused a slight increase in H3 acetylation throughout inactive genes (Supplementary Fig. 2a and b). 

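Along the ribosomal protein genes, divided into 10 parts from the start codon, H4 acetylation coverage in the spike-in set was 40.2% in the first part in wild-type, 71.3% in *hda1∆* and 82.5% in *tup1∆*. In part 6 it was 13.9, 51.4 and 36.1%, and in the last 8.03, 30.6 and 21.1%, respectively.

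For gene length, the length from start to stop codon with introns was used, since the gene table holds no transcript ends. The 527 genes over 3000 bp were covered by 11.6% ± 0.317 (SD, n = 2) in wild-type and 11.8% ± 0.591 (SD, n = 2) in *hda1∆*, with overlapping libraries. The 893 genes of up to 500 bp were covered by 57.8% ± 0.446 (SD, n = 2) and 53.9% ± 0.328 (SD, n = 2), respectively. The change of the longest minus the shortest class was 4.17 percentage points (rotation permutation test, p = 0.0001, adjusted p = 0.00013), and 0.846 points (permutation p = 0.37) at equal covered length, the alternative that moved it most. Of the longest genes, 27 (5.12%) gained and 16 (3.04%) lost coverage, and of the shortest 29 (3.25%) gained and 60 (6.72%) lost it. The longest genes of the set without spike-in went from 9.80% ± 0.0441 (SD, n = 2) to 7.68% ± 0.0968 (SD, n = 2), a fall by 2.13 points, and the shortest of that set fell by 3.02 points. Of the longest, 3 (0.569%) gained and 13 (2.47%) lost coverage, and of the shortest genes of that set 36 (4.03%) gained and 77 (8.62%) lost it. Within the longest genes of the spike-in set, the first part was covered by 55.2% in wild-type and 44.2% in *hda1∆*, and part 6 by 1.62 and 3.85%. Part 6 was covered by 0.339 and 0.0847% in the set without spike-in.

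**Figure D2:**
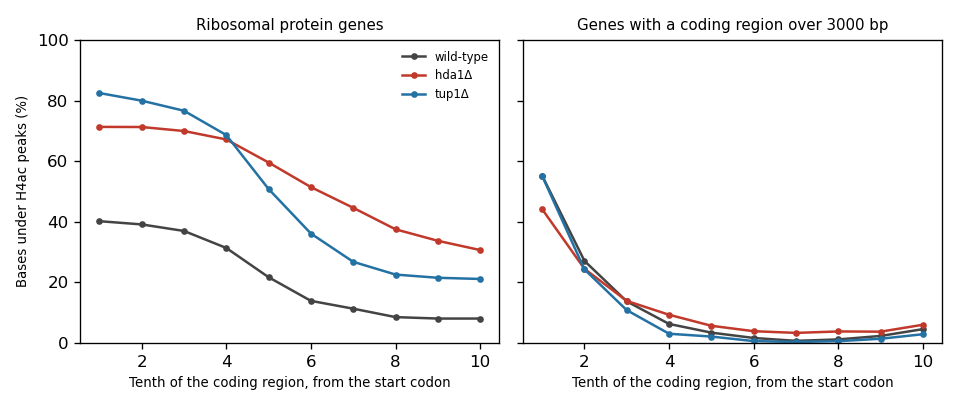
Share of each of 10 equal parts of the coding region, counted from the start codon, under H4 acetylation peaks in the spike-in set, in percent. Lines are means of 2 libraries for ribosomal protein genes and for genes over 3000 bp in wild-type, *hda1∆* and *tup1∆* cells. In the ribosomal protein genes, *hda1∆* lies above *tup1∆* from the fifth part to the last, and below it in the parts before.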

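By the margin of 10 percentage points, 677 of the 6002 genes (11.3%) gained and 159 lost H3 acetylation coverage in *hda1∆*, where mixed pairs of mutant and wild-type libraries gave 27 to 48 genes. At equal covered length, 454 genes gained and 455 lost coverage. With any 1 library left out, 846 to 894 genes gained and 250 to 303 lost it. Of the glucose-repressed genes, 12 of 25 gained and 0 lost coverage, and of the meiosis genes 14 of 61 gained and 0 lost it. Of the ribosomal protein genes, 14 gained and 3 lost coverage. Along the meiosis genes, coverage in the first of 10 parts was 4.39% in wild-type and 3.09% in *hda1∆*. It was 12.8 and 24.6% in the fifth part, and 28.8 and 34.2% in the last.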

Further analyses of histone acetylation patterns in *tup1∆* cells revealed that Tup1 primarily controls histone acetylation at inactive promoters (Supplementary Fig. 2c and d). These results suggest that Hda1C preferentially deacetylates histone H4 within coding regions of hyperactive long genes via a Tup1-independent mechanism.

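The promoter was taken as the 400 bp upstream of the start codon. H3 acetylation peaks covered 5.04% ± 0.0473 (SD, n = 2) of the promoters of the inactive genes in wild-type and 11.5% ± 0.958 (SD, n = 2) in *tup1∆*. This rise came from the glucose-repressed genes, whose promoters went from 1.27% ± 1.80 (SD, n = 2) to 23.5% ± 2.83 (SD, n = 2), while those of the meiosis genes were at 6.59% ± 0.669 (SD, n = 2) and 6.62% ± 0.191 (SD, n = 2). The promoters of the active genes went from 57.6% ± 2.42 (SD, n = 2) to 47.3% ± 2.16 (SD, n = 2). The promoter contrast for H3 acetylation in *tup1∆* was −16.8 percentage points (rotation permutation test, p = 0.0001, adjusted p = 0.00013). In *hda1∆*, it was −20.8 points (permutation p = 0.0001, adjusted p = 0.00013), and the glucose-repressed promoters were covered by 16.2% ± 1.61 (SD, n = 2).

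H4 acetylation peaks of the spike-in set covered 13.3% ± 2.07 (SD, n = 2) of the glucose-repressed promoters in wild-type and 25.9% ± 0.735 (SD, n = 2) in *tup1∆*. The ribosomal protein promoters went from 38.1% ± 2.54 (SD, n = 2) to 65.0% ± 0.454 (SD, n = 2). The promoter contrast for H4 acetylation in *tup1∆* was 20.5 points with the spike-in (permutation p = 0.0001, adjusted p = 0.00013) and 13.2 points without (p = 0.0002, adjusted p = 0.00023). Leaving out the ribosomal protein genes reversed both, to −6.24 (permutation p = 0.34) and −1.37 points (permutation p = 0.79). Among genes of 1000 to 2000 bp, the contrasts were 7.82 (permutation p = 0.16) and 4.46 points (permutation p = 0.35). In *hda1∆*, the promoter contrast for H4 acetylation was 7.13 points with the spike-in (permutation p = 0.023, adjusted p = 0.025) and 4.94 points without (p = 0.066). A window of 200 bp on each side of the start codon moved the *hda1∆* value with the spike-in most, to 22.0 points. That value was 4.99 points (permutation p = 0.13) without wild-type replicate 1 and 6.00 points (permutation p = 0.076) without *hda1∆* replicate 1, and reversed to −0.669 points without the ribosomal protein genes.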

### Hda1 associates with highly transcribed genes

Although previous studies have proposed that Hda1 targets inactive promoters via Tup1, the observed increase in H4 acetylation within the coding regions of highly transcribed genes following deletion of *HDA1* suggests that it also binds to these regions. Therefore, we performed ChIP experiments using an anti-myc antibody and cells expressing 18-myc-tagged Hda1 (Hda1-myc). Unlike the untagged control, Hda1-myc was highly enriched at the promoter and coding regions of the active genes *YEF3* and *PMA1* (Fig. 3a). By contrast, binding of Hda1-myc was relatively depleted at the inactive gene *TKL2*, even though Hda1-myc occupancy at this region was approximately threefold higher than that of the untagged control (Fig. 3a).

**Fig. 3:**
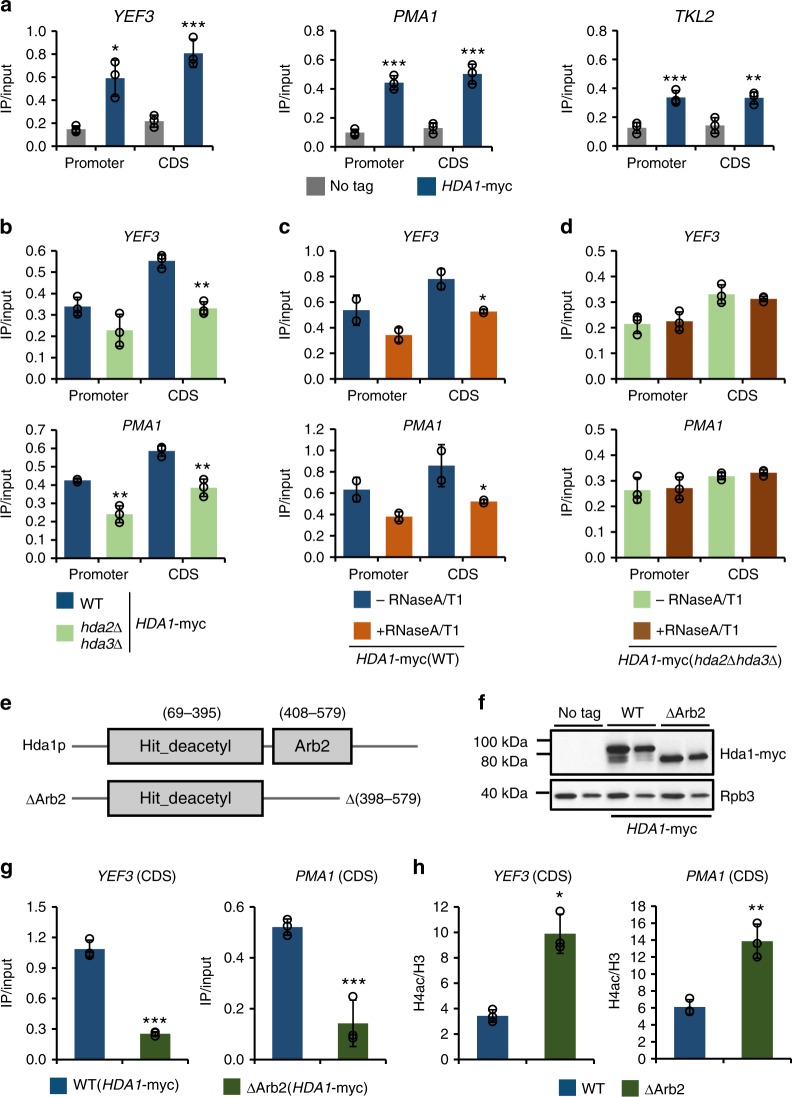
The Arb2 domain of Hda1 is required for its binding to chromatin. **a** Hda1 binds strongly to active genes. Crosslinked chromatin from untagged control (*HDA1*) or *HDA1*-myc cells grown in YP-Glucose (YPD) was precipitated with an anti-myc antibody. PCR analysis of the precipitated DNA was carried out on the promoters and coding regions of the indicated genes. A non-transcribed region near the telomere of chromosome VI was used as an internal control. The signals for anti-myc were quantitated and normalized to the input signal. Error bars show the standard deviation calculated from three biological replicates, each with three technical replicates. *p < 0.05, **p < 0.01, and ***p < 0.001 (two-tailed unpaired Student’s *t* tests). **b** Hda2 and Hda3 partially affect Hda1 recruitment. ChIP assays using the indicated strains were performed as in **a**. Error bars show the standard deviation calculated from three biological replicates, each with three technical replicates. **p < 0.01 (two-tailed unpaired Student’s *t* tests). **c** RNA removal partially reduces Hda1 occupancy. Crosslinked chromatin from cells expressing Hda1-myc was treated with or without RNaseA/T1 and precipitated with an anti-myc antibody. The PCR analysis was performed as in **a**. *p < 0.05 (two-tailed unpaired Student’s *t* tests). **d** RNA removal has no effect on Hda1 occupancy in *hda2∆hda3∆* mutant. Crosslinked chromatin from the indicated strain was treated with or without RNaseA/T1 and precipitated with an anti-myc antibody. The PCR analysis was performed as in **a**. Error bars show the standard deviation calculated from three biological replicates, each with three technical replicates. **e** Schematic representation of the Hda1 protein showing the HDAC domain (Hit_deacetyl; N terminus) and the Arb2 domain (C terminus). The Arb2 domain was deleted at the genomic *HDA1* locus in the *∆*Arb2 strain. **f** Loss of the Arb2 domain partially reduces Hda1 protein levels. Total extracts from the indicated strains grown in YPD were separated by SDS-PAGE and probed with the indicated antibodies. Rpb3 was used as a loading control. **g** The Arb2 domain is required for Hda1 binding to chromatin. ChIP assay using the indicated strains was done as in **a**. Error bars show the standard deviation calculated from three biological replicates, each with three technical replicates. ***p < 0.001 (two-tailed unpaired Student’s *t* tests). **h** Loss of the Arb2 domain increases H4 acetylation. ChIP assay using the indicated strains was performed as in Fig. 1b. Error bars show the standard deviation calculated from three biological replicates, each with three technical replicates. *p < 0.05 and **p < 0.01 (two-tailed unpaired Student’s *t* tests). Source data are provided as a Source Data file

Next, we examined whether other subunits of Hda1C are required for Hda1 crosslinking. Binding of Hda1 to the *YEF3* and *PMA1* genes was reduced slightly following deletion of *HDA2*, *HDA3*, or both, even though the Hda1 protein level was similar in wild-type and mutants (Fig. 3b and Supplementary Fig. 3a and b). A previous study showed that Hda2 and Hda3 can bind to double- and single-stranded DNA in vitro^11^. Although binding of these subunits to nascent RNA has not been demonstrated, the strong enrichment of Hda1 at highly active genes suggests that it may occur in vivo. To examine whether RNA-binding of Hda1C contributes to its chromatin association, we performed ChIP experiments followed by RNaseA and T1 treatments to remove the RNA. Similar to the effect of *hda2∆hda3∆*, removal of the RNA reduced the binding of Hda1 to *YEF3* and *PMA1* slightly (Fig. 3c). Importantly, this effect was not seen in *hda2∆hda3∆* cells (Fig. 3d). These findings suggest that Hda2 and Hda3 contribute partially to Hda1C recruitment, possibly through their RNA-binding activity.

Co-transcriptional histone methylations at H3K4 or H3K36 act as binding sites for other HDACs, including Set3 HDAC and Rpd3S^6–8^. Loss of Set1 or Set2, which are responsible for methylating H3K4 or H3K36, respectively, had no strong effect on Hda1 occupancy at *YEF3* and *PMA1* (Supplementary Fig. 3c). In *set1∆set2∆* cells, Hda1 binding was reduced only by ~10% suggesting that crosslinking of Hda1 to highly active genes is only partially dependent on co-transcriptional histone methylations at H3K4 and H3K36 (Supplementary Fig. 3c). Ctk1, which phosphorylates serine 2 of the C-terminal domain of Rpb1, was also not required for binding of Hda1 to *YEF3* and *PMA1* (Supplementary Fig. 3d and e).

### Binding of Hda1 to hyperactive genes requires its Arb2 domain

The Hda1 protein has two distinct domains: a HDAC domain at its N-terminal region and an Arb2 domain at its C terminus (Fig. 3e). The recombinant Arb2 domain is known to interact strongly with nucleosomes in vitro, even though it has no role in histone deacetylation by Hda1 in vitro^11,12^. Deletion of the Arb2 domain reduced Hda1 protein levels by ~13% *in vivo* (*p* = 0.002943) (n = 3) (Fig. 3f). Surprisingly, loss of this domain led to a dramatic decrease in binding of Hda1 to the active genes *YEF3* and *PMA1* (Fig. 3g). Consistently, the H4 acetylation pattern of the cells expressing Hda1 lacking the Arb2 domain was comparable to that of the *hda1∆* cells (Fig. 3h). These results suggest that the Arb2 domain is important for Hda1C binding to highly active genes.

Next, we used quantitative ChIP-seq experiments using normalizing *S. pombe* spike-in controls to confirm Hda1C crosslinking to highly active genes and the role of the Arb2 domain in this process. 

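Hda1 binding was measured by ChIP-seq with an antibody against the myc tag in an untagged strain, in cells with Hda1-myc and in cells with Hda1-myc lacking the Arb2 domain, with 2 libraries per strain in a set with the spike-in and 2 in a set without. The authors deposited MACS2 peaks in the same form as for acetylation, and binding was described by peak coverage in the same way. With the spike-in, 983 and 909 peaks were called for Hda1-myc, covering 1200305 and 1063784 bp. The libraries of the other strains differed between replicates. The untagged libraries held 235 and 10 peaks over 185210 and 9626 bp, and the libraries without the Arb2 domain 628 and 59 peaks over 519769 and 49817 bp. In the set without spike-in, 40 and 30 peaks were called for the untagged strain, 862 and 846 for Hda1-myc, and 573 and 390 without the Arb2 domain. Of the peaks of a library in the spike-in set, 2.55 to 100% overlapped a peak of its replicate. These peaks carry no scaling to the spike-in that could be read from the lists, so coverage was compared between gene classes within a strain, and between strains only beside the values of each library. The rotation test was made on 8 binding contrasts and adjusted over them.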

Hda1 was highly enriched at actively transcribed genes and this binding was observed throughout all yeast chromosomes (Fig. 4a and Supplementary Fig. 4a). This occupancy was reduced markedly upon deletion of the Arb2 domain (Fig. 4a). 

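Hda1-myc peaks of the spike-in set covered 98.3% ± 0.119 (SD, n = 2) of the coding regions of the active genes and 0.878% ± 0.0231 (SD, n = 2) of the inactive genes. This contrast was 97.4 percentage points (rotation permutation test, p = 0.0001, adjusted p = 0.0001), and 97.6 points in the set without spike-in. Taking peaks from the best q downwards until every tagged library covered the same length moved it most, to 3.29 points (permutation p = 0.002), since the library with the least called holds few peaks. The contrast in the untagged strain was 21.3 points in the spike-in set and 5.81 points without (permutation p = 0.0001, adjusted p = 0.0001 for each). With the spike-in it came from untagged replicate 1, in which 42.5% of the coding regions of the active genes was covered, and without that library it was 0.130 points (permutation p = 0.25).

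A gene was called bound when at least 50% of its coding region lay under peaks in both libraries, which held for 512 genes (8.53%) with Hda1-myc and 2 genes without the tag. In the single libraries, 630 and 553 genes passed with Hda1-myc, and 126 and 2 without the tag. With any overlap called bound, the Hda1-myc number was 953, and at equal covered length, the alternative that moved it most, it was 20. Of the bound genes, 136 were ribosomal protein genes and 14 glycolysis genes, and none was a meiosis or glucose-repressed gene. Hda1-myc peaks lay on each of the 16 chromosomes, with 10 to 120 peaks of a library per chromosome, and 5.14 to 12.2% of the genes of a chromosome were bound. The peak with the highest fold enrichment in both Hda1-myc libraries lay on chromosome VIII from 561768 to 562624 in replicate 1, with a fold of 7.92, and covered 14.9 and 11.1% of YHR219W. No Hda1-myc peak touched YHR219W in the set without spike-in. A peak on chromosome XII from 368507 to 371796 in replicate 1, with a fold of 6.00, covered *AHP1* (YLR109W), *CCW12* (YLR110C), YLR111W and YLR112W completely.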

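Without the Arb2 domain, the active genes were covered by 85.2 and 10.6% in the 2 libraries of the spike-in set and by 82.2 and 49.9% in the set without. The mean contrast of active and inactive genes was 47.8 percentage points in the spike-in set and 66.0 points without spike-in (rotation permutation test, p = 0.0001, adjusted p = 0.0001 for each). The difference from Hda1-myc, tested after the values of each strain were seen, was 49.7 and 31.7 points (permutation p = 0.0001 for each). It reversed at equal covered length, to −4.99 and −20.8 points. That setting cuts each tagged library to the length of the one without the Arb2 domain that has the least. It compares the best-ranked peaks of lists of unequal length, so it cannot decide how binding differs. Without the Arb2 domain, 28 genes were bound in both libraries of the spike-in set, and 285 and 28 in the single libraries. In the set without spike-in, 140 genes were bound without the Arb2 domain and 429 with Hda1-myc. Each of the 28 and the 140 genes was also bound by Hda1-myc in its set. Untagged peaks of either set touched 26 of the 28 and 101 of the 140. Of the genes bound by Hda1-myc, they touched 176 of 512 with the spike-in and 172 of 429 without. For the genes touched, binding and pull-down without the tag cannot be told apart. Since 1 library holds most of the binding without the Arb2 domain, the size of the reduction in the spike-in set depends on that library.

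**Figure D3:**
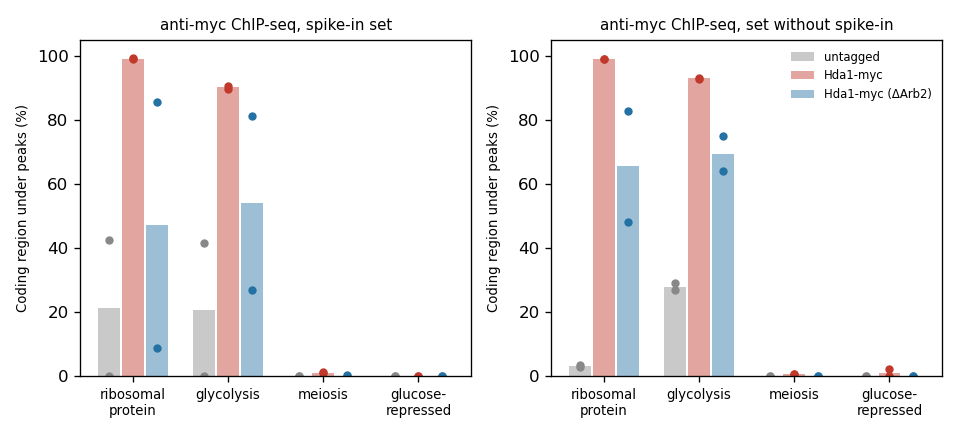
Share of coding regions under anti-myc peaks, in percent, by gene class in the untagged strain, with Hda1-myc and with Hda1-myc lacking the Arb2 domain, in the sets with and without spike-in. Bars are means of 2 libraries and points are the libraries. Hda1-myc covers nearly all of the ribosomal protein genes, and the 2 libraries without the Arb2 domain lie far apart in the spike-in set.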

The top 25% of genes with the highest level of RNA Pol II also showed the Arb2 domain-dependent association of Hda1 with coding regions (Fig. 4b). In addition, this binding showed a weak, but statistically significant correlation with increases of H4 acetylation in *hda1∆* cells (Fig. 4c and Supplementary Fig. 4b). Furthermore, group 4 and 5 in Fig. 2d having the highest level of H4 acetylation upon *HDA1* deletion showed relatively high levels of RNA Pol II (Supplementary Fig. 4c). For example, binding of Hda1 to two highly active genes, *TEF1* and *TEF2* was correlated with Rpb3 occupancy and this binding was greatly reduced upon deletion of the Arb2 domain (Fig. 4d). In addition, H4 acetylation, but not H3 acetylation, at these genes was increased in *hda1∆* cells (Fig. 4d). In contrast, only H3 acetylation was increased at an inactive gene, *TKL2* (Fig. 4d). Collectively, these data indicate that Hda1 binds directly to hyperactive genes, possibly via its Arb2 domain, to specifically deacetylate histone H4.

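Genes could not be ranked by RNA Pol II, so coding regions and promoters were compared by class. Hda1-myc of the spike-in set covered 99.2% ± 0.0630 (SD, n = 2) of the coding regions of ribosomal protein genes and 73.8% ± 9.48 (SD, n = 2) of their promoters. Without the Arb2 domain, coding coverage was 85.7 and 8.84% in the 2 libraries, and promoter coverage 11.5 and 0.00547%. Along the genes, mean coverage without the Arb2 domain was 18.2% in the first of 10 parts and 53.0% in the last. It was 2.81 and 31.8% in the untagged strain, and 99.3 and 98.8% with Hda1-myc. A rise along the genes thus appeared without the tag too. Both rising profiles rest mainly on replicate 1 of their strain. The glycolysis genes were covered by 90.6 and 89.7% with Hda1-myc, and by 81.3 and 27.1% without the Arb2 domain. In the set without spike-in, the ribosomal protein genes were covered by 82.9 and 48.3% without the Arb2 domain and by 3.08 and 3.67% in the untagged strain. Untagged coverage of the glycolysis genes was higher in that set, at 27.0 and 29.0%. With the spike-in, the untagged libraries covered 42.6 and 0.144% of the ribosomal protein genes and 41.6 and 0% of the glycolysis genes.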

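Across the 6002 genes, Hda1-myc coverage and the change of H4 acetylation coverage in *hda1∆* had a Spearman rho of 0.212 and a Pearson r of 0.231 in the spike-in set, and 0.235 and 0.266 in the set without. Each had a p of 0.0001 by the rotation test, the smallest it can give, also after adjustment over the correlations of the 2 sets. Genes are not independent replicates, and rotation keeps the order of neighbouring genes. Equal covered length moved rho most, to 0.0310 (p = 0.032) and 0.0291 (p = 0.04). Without the ribosomal protein genes, a setting added after the values were seen, rho was 0.155 and 0.165.

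The bound genes of the spike-in set gained 10.2 percentage points of H4 acetylation coverage on average, while the 4795 genes with no Hda1-myc peak changed by −5.59 points. Of the bound genes, 101 gained and 10 lost coverage by the margin of 10 points, and of the genes with no Hda1-myc peak 111 gained and 587 lost it. The 376 bound genes that do not encode ribosomal proteins gained 2.21 points. For the set without spike-in, these 3 means were 11.9, −5.02 and 2.83 points, for 429, 5079 and 293 genes.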

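*TEF1* (YPR080W) and *TEF2* (YBR118W) encode the same translation elongation factor and are near-identical copies, so that reads cannot be assigned to either with certainty. In the build of the peak lists, the Hda1-myc peak over *TEF1* ran on chromosome XVI from 699782 to 702415 in replicate 1 and from 699983 to 702356 in replicate 2, with folds of 4.31 and 4.05. That over *TEF2* ran on chromosome II from 477069 to 479545 and from 477005 to 479566, with folds of 4.41 and 4.06. By fold, these peaks ranked 26 and 19 among the peaks of replicate 1, and 19 and 18 in replicate 2. Hda1-myc peaks covered both coding regions and both promoters completely in each library of the spike-in set. Without the Arb2 domain, 100 and 92.0% of the *TEF1* and 100 and 93.5% of the *TEF2* coding region remained covered. The promoters were covered by 6.50 and 0% for *TEF1* and by 15.0 and 0% for *TEF2* without the domain. Untagged replicate 1 covered 91.7% of *TEF1* and 92.3% of *TEF2*, and replicate 2 none of either. Without spike-in, 74.5 and 90.8% of *TEF1* and 49.2 and 44.2% of *TEF2* was covered in the untagged libraries. Peak height was not compared between strains.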

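No peak of acetylated H4 touched the coding region of *TEF1* or *TEF2* in any wild-type, *hda1∆* or *tup1∆* library, with or without spike-in. The same held for acetylated H3. A change of acetylation below the level at which peaks were called cannot be read from these lists. *TKL1* (YPR074C), which lies near *TEF1* on chromosome XVI and was covered completely by Hda1-myc in both libraries, had no anti-myc peak without the Arb2 domain or without the tag in either set. Its coding region had no H4 acetylation peak in wild-type or *hda1∆* in the spike-in set, and was covered by 18.8 and 23.2% in *tup1∆*. Without spike-in, it was covered by 0 and 18.7% in *hda1∆* and by 26.3 and 26.0% in *tup1∆*, with no peak in wild-type. Its H3 acetylation coverage was 12.3 and 11.3% in the wild-type libraries and 0% in *hda1∆*, a fall that turned into a rise of 1.13 percentage points with the gene positions moved by 200 bp in 1 direction.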

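H3 acetylation peaks covered 36.8 and 47.4% of the coding region of *TKL2* (YBR117C, chromosome II) in the wild-type libraries, 75.1 and 74.2% in *hda1∆* and 100 and 75.4% in *tup1∆*. Both mutants lay above both wild-type libraries. H4 acetylation coverage of *TKL2* in the spike-in set was 76.8 and 75.5% in wild-type and 79.3 and 71.2% in *hda1∆*, so that the *hda1∆* libraries lay on either side of wild-type. Without spike-in it was 65.0 and 66.0% in wild-type and 69.4 and 72.5% in *hda1∆*, both above wild-type. No anti-myc peak touched *TKL2* in any strain. No single gene was tested. From the binding of Hda1 at active genes, its reduction without the Arb2 domain and the changes of acetylation at these genes (Fig. 4), the paper concludes that Hda1C binds hyperactive genes.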

**Fig. 4:**
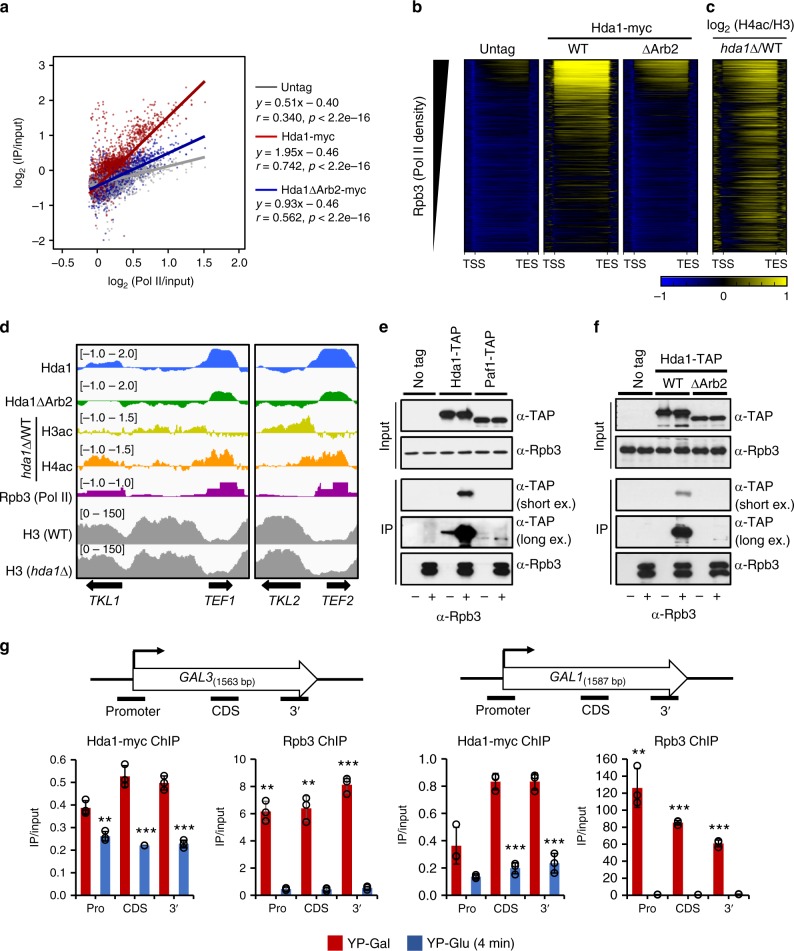
Transcription-dependent binding of Hda1C to active coding regions. **a** Hda1 binds to hyperactive genes. Scatterplot of Hda1 occupancy from two independent ChIP-seqs including *S. pombe* chromatin as spike-in controls in untagged (gray), Hda1-myc wild-type (red), and Hda1-myc (*∆*Arb2) (blue) cells, plotted against Rpb3 levels (relative Pol II). Pearson’s correlation coefficients are indicated. **b** Hda1 occupancies for the top 25% of highly transcribed genes (1705 genes) from two independent ChIP-seqs including *S. pombe* chromatin as spike-in control. The genes were sorted in descending order of Rpb3 occupancy in wild-type cells. The *y* axis indicates each gene and the *x* axis indicates relative position to the transcription start site (TSS) and transcription end site (TES). **c** Histone acetylation patterns of the genes shown in **b**. **d** ChIP-seq tracks at active genes, *TKL1*, *TEF1*, and *TEF2*, and an inactive gene, *TKL2* showing the signals for Hda1 occupancy, H4 acetylation levels, H3 acetylation levels, Rpb3 occupancy, or histone H3 occupancy. **e** Hda1 interacts with Rpb3. Total extracts prepared from the indicated strains were incubated with an anti-Rpb3 antibody and protein G beads. The precipitates (IP) were analyzed by immunoblotting for TAP-tagged proteins (TAP) and Rpb3. Two independent experiments showed the same results. **f** The Arb2 domain is important for the interaction between Hda1 and Rpb3. Co-immunoprecipitation assay using the indicated strains was done as in **e**. Two independent experiments showed the same results. **g** Transcription-dependent Hda1C binding to *GAL* genes. The cells were grown in YP-Galactose (red) and then shifted to YP-Glucose for 4 min (blue). ChIP analyses of *GAL3* and *GAL1* were performed using anti-Rpb3 or anti-myc antibodies, as in Fig. 3a. Error bars show the standard deviation calculated from three biological replicates, each with three technical replicates. **p < 0.01 and ***p < 0.001 (two-tailed unpaired Student’s *t* tests). Source data are provided as a Source Data file

An obvious question is whether binding of Hda1 to highly active genes is transcription-dependent. To examine this possibility, the interaction between Hda1 and Rpb3, a subunit of RNA Pol II, was examined by co-immunoprecipitation assay. Paf1, a component of the PAF complex, interacted weakly with Rpb3 (Fig. 4e). However, a strong interaction between Hda1 and Rpb3 was observed (Fig. 4e). Importantly, this interaction was almost absent when the Arb2 domain is deleted (Fig. 4f). These results suggest that Hda1C could be recruited to highly transcribed regions via the interaction between the Arb2 domain of Hda1 and RNA Pol II (Fig. 4f).

To test this possibility, we determined the occupancies of Hda1-myc and RNA Pol II (Rpb3) at various positions of the *GAL1* and *GAL3* genes before and after glucose shut-off. Rpb3 strongly bound to the *GAL* genes in medium containing galactose where *GAL* genes are active. This binding was completely abolished at 4 min post transfer to glucose medium (Fig. 4g). Similarly, Hda1 binding to these genes was also high in galactose medium, but Hda1 rapidly dissociated following transfer to glucose medium, indicating that RNA Pol II transcription is critical for targeting of Hda1C to highly active genes (Fig. 4g). Consistent with this finding, a previous study also showed transcription-dependent binding of Hda1 to *ARG1* gene^16^. Histone acetylation patterns were also examined to determine whether Hda1C binding is directly associated with histone deacetylation. During growth in galactose medium, H4 acetylation was increased within the coding region but not the promoter of *GAL3* in the absence of Hda1 (Fig. 1a and Supplementary Fig. 4d). However, this effect of Hda1 depletion was not seen at 4 min after glucose shut-off. Instead, H3 acetylation was increased at this time-point in *hda1∆* cells (Supplementary Fig. 4d), suggesting a dynamic switch of the specificity of Hda1C from histone H4 to H3 depending on the transcription status. Overall, these findings indicate that transcription-dependent targeting of Hda1C via the interaction between the Arb2 domain of Hda1 and RNA Pol II facilitates histone H4-specific deacetylation at highly active genes.

### Differential deacetylation of histone H4 by Hda1C and Set2

Co-transcriptional histone methylation at H3K36 by Set2 recruits and/or activates the Rpd3S HDAC to reduce histone acetylation in the 3′ regions of genes^7,8^. A previous study proposed that the Set2–Rpd3S pathway acts primarily on infrequently transcribed long genes^17^. This function contrasts with that of Hda1C, which appears to preferentially deacetylate histone H4 within the coding regions of hyperactive genes (Fig. 2a). To confirm the distinct functions of Hda1C and the Set2–Rpd3S pathway, we compared the H4 acetylation patterns of *hda1∆* and *set2∆* cells. As reported previously, deletion of *SET2* mainly increased H4 acetylation within less active genes, whereas increased H4 acetylation in *hda1∆* cells was correlated with transcription frequency (Fig. 5a, b). 

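Of these strains, *hda1∆* and wild-type were analysed here, and set2∆ was not. In the spike-in set, 71 of 137 ribosomal protein genes (51.8%) gained and 0 lost H4 acetylation coverage in *hda1∆* by the margin of 10 percentage points. Of the meiosis genes, 2 of 61 gained and 12 lost it, and of the glucose-repressed genes 0 of 25 gained and 4 lost it. In the set without spike-in, the numbers were 91 and 0 for ribosomal protein genes, 1 and 10 for meiosis genes, and 3 and 1 for glucose-repressed genes. At equal covered length, the mean change of the glucose-repressed genes in the spike-in set reversed from −3.80 to 1.88 points.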

As H4 acetylation was increased at many genes in the *hda1∆* and *set2∆* strains, we examined whether Set2 and Hda1C functionally interact. First, we performed peptide pull-down experiments to monitor the interaction between Hda1C and trimethylated H3K36 (H3K36me3). NuA3 HAT is known to have at least two subunits, Nto1 and Pdp3, that directly recognize H3K36me3^18,19^. Although a strong interaction between Nto1 and H3K36me3 was seen, Hda1C did not recognize H3K36me3 even in low salt conditions (Supplementary Fig. 5a and b). In addition, loss of Hda1 had no effect on H3K36me3 levels in the *YEF3-* and *PMA1-*coding regions (Supplementary Fig. 5c). H4 acetylation at the coding regions of two genes, *STT4* and *HAP1*, was significantly increased in mutants for Hda1 and Set2. A double deletion strain lacking Hda1 and Set2 showed higher levels of H4 acetylation than the single deletion mutants (Fig. 5c). Taken together, these findings suggest that the Hda1C and the Set2–Rpd3S pathway differentially control histone acetylation within coding regions.

**Fig. 5:**
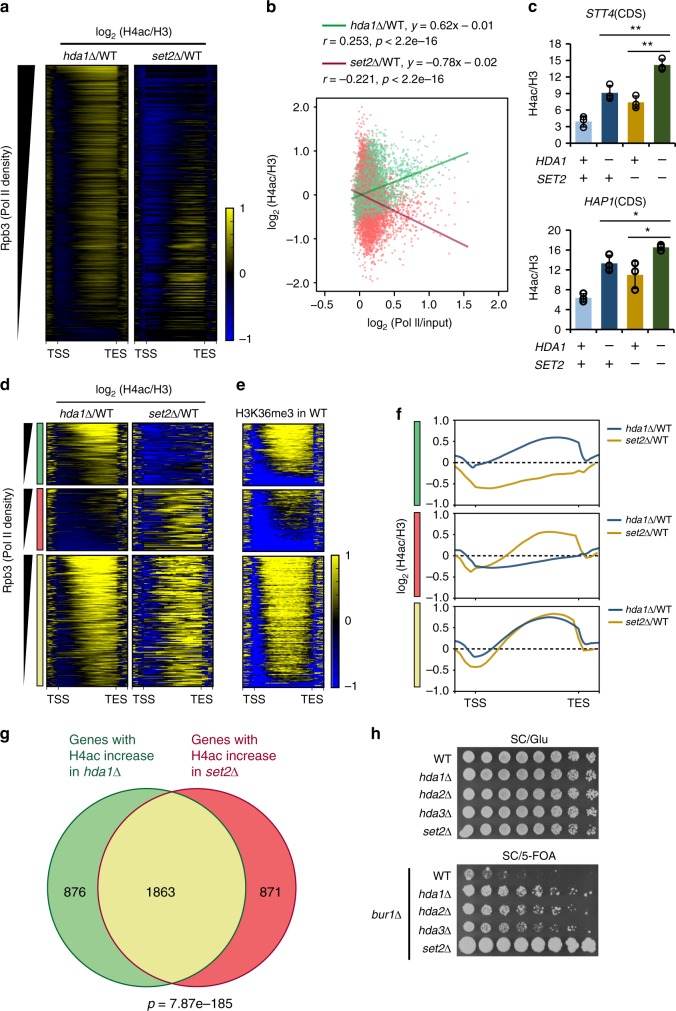
Hda1C and Set2 differentially affect H4 acetylation within coding regions. **a** Heatmaps of H4 acetylation patterns in *hda1∆* (6664 genes) and *set2∆* (5648 genes) cells. The plots show the log2 fold changes in H4 acetylation in *hda1∆* (from Fig. 2b) or *set2∆* cells versus wild-type cells. All genes are sorted by descending order of Rpb3 occupancy. The *y* axis indicates each gene and the *x* axis indicates relative position to the transcription start site (TSS) and transcription end site (TES). Histone acetylation patterns of *set2∆* were analyzed using the data set from Venkatesh et al.^28^. **b** H4 deacetylation by Hda1, but not Set2, correlates with RNA Pol II occupancy. Scatterplot showing the relationship between H4 acetylation changes in *hda1∆* or *set2∆* cells and Rpb3 occupancy. Pearson’s correlation coefficients are indicated. **c** Dual loss of Hda1 and Set2 increases H4 acetylation further. A ChIP assay using the indicated strains was performed as in Fig. 1b. *p < 0.05 and **p < 0.01 (two-tailed unpaired Student’s *t* tests). Source data are provided as a Source Data file. **d** Genes displaying H4 hyperacetylation in the *hda1∆* or *set2∆* cells were divided into three groups: Hda1-specific (green), Set2-specific (red), and common (yellow) genes. Heatmaps of H4 acetylation patterns are shown as in **a**. The *y* axis indicates each gene and the *x* axis indicates relative position to the transcription start site (TSS) and transcription end site (TES). **e** Heatmap of H3K36me3 patterns in the three groups shown in **d**. The *y* axis indicates each gene and the *x* axis indicates relative position to the transcription start site (TSS) and transcription end site (TES). H3K36me3 patterns were analyzed using the data set from Weiner et al.^46^. **f** Average plots of H4 acetylation patterns in the three groups shown in **d**. **g** Venn diagram of the three groups described in **d**. The significance of the overlap was calculated using Fisher’s exact test. **h** Loss of Hda1C bypasses the requirement of Bur1, a positive elongation factor. *BUR1* plasmid shuffling strains harboring the indicated deletions were spotted in threefold dilutions onto a synthetic complete (SC)/Glu plate (shown after 2 days) or a SC/5-FOA plate (shown after 8 days). The *set2∆* mutant was used as a positive control

To understand the distinct functions of Hda1C and Set2 further, genes displaying hyperacetylation of H4 within coding regions following *HDA1* or *SET2* deletion were divided into three groups: Hda1-specific, Set2-specific, and common genes. Approximately 68% of the genes displayed H4 hyperacetylation in both mutants (1863 of 2739 and 2734 genes in *hda1∆* and *set2∆* cells, respectively, corresponding to 68.0% and 68.1%, respectively; Fig. 5d–g, yellow). The proportions of genes that were Hda1-specific (876 of 2739 genes, 32.0%; Fig. 5d–g, green) and Set2-specific (871 of 2734 genes, 31.9%; Fig. 5d–g, red) were comparable. Surprisingly, the Set2-specific genes showed lower levels of H3K36me3 than the Hda1-specific genes (Fig. 5d, e), suggesting that Set2 may affect histone acetylation independently of H3K36 methylation or Rpd3S at these genes. Gene Ontology analyses of the Hda1-specific, Set2-specific, and common genes revealed their distinct biological functions (Supplementary Fig. 5d). Whereas Hda1-specific genes were linked to cytoplasmic translation and biosynthetic processes, Set2-specific genes were enriched for adaptation of signaling pathways and base-excision repair (Supplementary Fig. 5d). Overall, these results indicate that Hda1C functions independently of the Set2–Rpd3S pathway to deacetylate histone H4 at highly transcribed genes.

### Hda1C may negatively affect elongation

Histone acetylation/deacetylation within transcribed regions affects RNA Pol II elongation^3^. The Set2–Rpd3S pathway negatively regulates elongation. Cells that are defective in this pathway show resistance to 6-azauracil or mycophenolic acid and bypass the requirement for Bur1, a positive elongation factor^8^. In addition, the Set2–Rpd3S pathway inhibits initiation from cryptic promoters and suppresses histone exchange^7,20^.

Interestingly, loss of Hda1C slightly suppressed the growth defect of *bur1∆* (Fig. 5h). A previous study showed that overexpression of the histone demethylases Jhd1 and Rph1, which target H3K36 methylation, partially supports the growth of *bur1∆* cells^21^. A synergistic effect on cell growth was seen when Jhd1 or Rph1 was overexpressed in *hda1∆* cells, suggesting that Hda1C may inhibit RNA Pol II elongation via H4-sepcific deacetylation at highly transcribed genes (Supplementary Fig. 5e). Although the Set2–Rpd3S pathway represses cryptic promoters within coding regions by deacetylating histones, deletion of *HDA1* had no effect on cryptic initiation from the *PCA1* and *STE11* genes (Supplementary Fig. 5f and g). Unexpectedly, genes with H4 hyperacetylation in *hda1∆* cells had relatively high histone occupancy (Supplementary Fig. 5h). Furthermore, longer genes also showed a slightly increased histone density within coding regions (Supplementary Fig. 5i). In contrast, reduced histone density was seen at 3′-transcribed regions in *set2∆* cells (Supplementary Fig. 5h and i). Although how Hda1C maintains optimal histone occupancy remains elusive, the absence of cryptic initiation in mutants for Hda1C may be due to increased histone density. Taken together, these results suggest that Hda1C-mediated H4 deacetylation at highly active genes may negatively regulate RNA Pol II elongation.

### H3 deacetylation by Hda1C delays gene induction

Although chromatin regulators have been thought to play important roles in global gene regulation, little or no obvious effect on global gene expression was seen in a steady-state condition^22^. Instead, they seem to function as modulators that regulate the kinetics of transcriptional responses to support cell adaptation and fitness upon environmental changes^3,23^.

Hda1C and Tup1 contribute to gene repression and both proteins were required for H3 deacetylation at inactive genes in our ChIP-seq analyses (Fig. 2a). Previous studies showed that Hda1C had a minimal effect on global transcription under steady-state conditions but affected the kinetics of gene induction upon diamide stress^22,23^. To further understand the exact function of Hda1C, we monitored the transcriptional responses of wild-type and *hda1∆* cells during carbon source shifts^24,25^. In this experiment, wild-type, *hda1∆*, and *hda3∆* cells were initially grown in synthetic complete medium containing raffinose, and subsequently shifted to galactose for 120 min, glucose for 120 min, and then back to galactose for 30 min (Fig. 6a). The basal expression level of *HXT5*, a gene induced by galactose, was not affected by deletion of *HDA1* or *HDA3* in raffinose medium; however, a strong and rapid induction was seen in the Hda1C mutants during galactose incubation (Supplementary Fig. 6a).

**Fig. 6:**
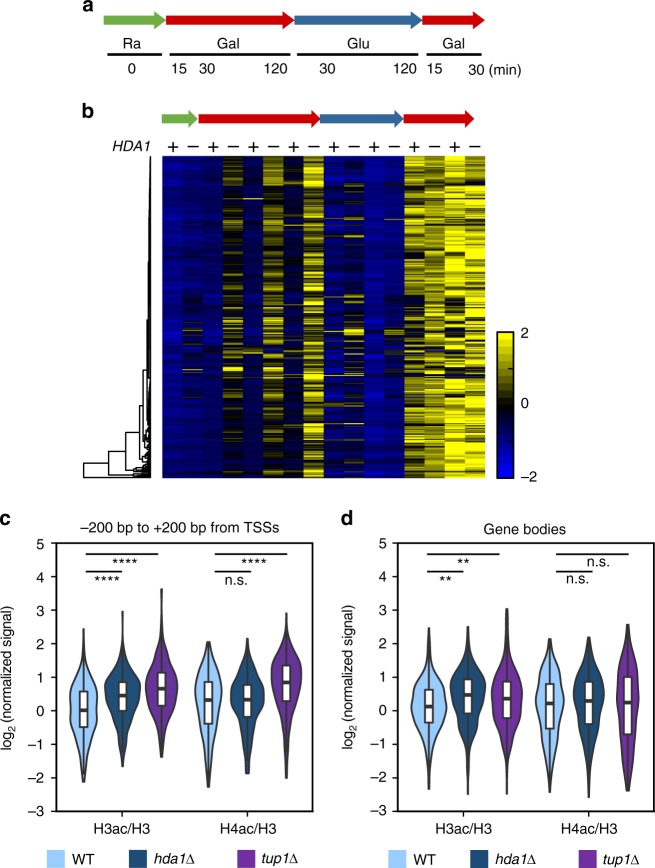
H3 deacetylation by Hda1C fine-tunes the kinetics of gene induction. **a** Schematic representation of the time-course experiments to monitor gene expression changes in wild-type and *hda1∆* cells during carbon source shifts. Ra, raffinose; Gal, galactose; Glu, glucose. RNA samples were collected at the indicated time-points. **b** Hda1C negatively regulates the kinetics of gene induction. RNA samples from the time-course experiments described in **a** were analyzed by strand-specific RNA-sequencing. The ratios of transcript levels for 331 genes in *hda1∆* versus wild-type cells are shown. Hda1-repressed genes were identified as those showing at least a 1.7-fold increase in transcript levels at one or more time-points. **c**, **d** Hda1C preferentially deacetylates histone H3 at inducible genes. Average profiles of H3 and H4 acetylation changes upon deletion of *HDA1* or *TUP1* around the transcription start sites (TSSs; −200 bp to +200 bp) (**c**) and within gene bodies (**d**) of the Hda1-repressed genes. Significance levels were computed by permutation tests. **p < 0.01 and ****p < 1.0 × 10^−10^

To explore how Hda1C affects global gene expression dynamics, total RNAs from the wild-type and *hda1∆* cells were analyzed by strand-specific RNA-sequencing. Our previous studies identified ~1000 genes that differentially respond to distinct carbon sources^24,25^. Hda1C-regulated genes were identified as those showing at least a 1.7-fold increase in transcript levels at one or more time-points during carbon source shifts. A total of 331 genes induced during galactose incubation were negatively regulated by Hda1C (Fig. 6b). The transcript levels of these genes were similar in *hda1∆* and wild-type cells during incubation in raffinose medium, but deletion of *HDA1* resulted in rapid and strong induction during galactose incubation (Fig. 6b). Notably, deletion of *HDA1* had no strong effect on the induction of these genes when they were hyperactivated by the second galactose pulse (Fig. 6b).

Next, the histone acetylation patterns of the 331 Hda1C-regulated inducible genes were analyzed. Although Hda1C functionally interacts with Tup1, the histone acetylation patterns differed slightly in *hda1∆* and *tup1∆* cells. In *hda1∆* cells, H3 acetylation, but not H4 acetylation, was increased at the promoter regions (Fig. 6c) and within gene bodies (Fig. 6d). However, deletion of *TUP1* increased the acetylation of both H3 and H4 at promoter regions, suggesting that Tup1 might functionally interact with Rpd3 to promote H4-specific deacetylation at inactive promoters^26^ (Fig. 6c, d). These results indicate that, in addition to H4-specific deacetylation within hyperactive coding regions, Hda1C preferentially deacetylates H3 to delay the kinetics of gene induction upon environmental changes.

## Discussion

Histone acetylation and deacetylation within coding regions play important roles in RNA Pol II elongation^27^. The Set2–Rpd3S HDAC pathway slows elongation and inhibits transcription initiation from cryptic promoters^7,8^. In addition, H3K36 methylation by Set2 inhibits the incorporation of acetylated histones to suppress histone exchange within coding regions^28^. The Set3 HDAC also represses initiation from internal promoters in 5′-transcribed regions^6^. The results presented here indicate that Hda1C specifically deacetylates histone H4, but not H3, within hyperactive genes to partially inhibit elongation. In addition, Hda1C preferentially deacetylates histone H3 at inactive genes to delay the kinetics of gene induction upon environmental changes (Fig. 7).

**Fig. 7:**
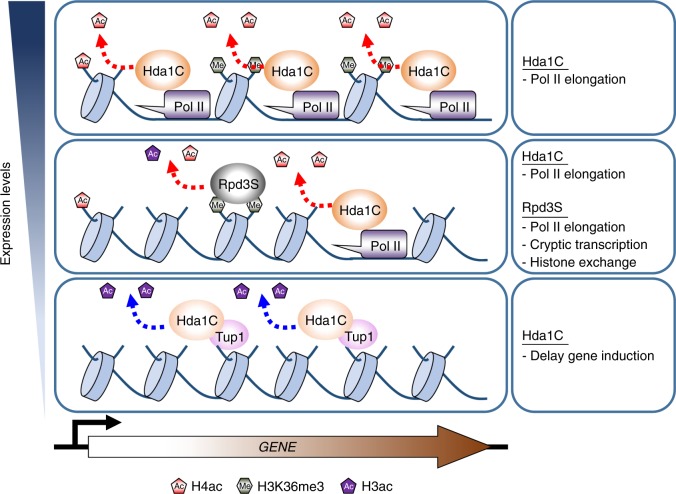
Model for the regulation of histone acetylation by Hda1C. At hyperactive genes, Hda1C strongly interacts with RNA Pol II to specifically deacetylate histone H4 within coding regions. Deacetylation of H4 by Hda1C may inhibit RNA Pol II elongation. At genes transcribing at intermediate levels, both Hda1C and Rpd3S promote histone deacetylation. When a gene is currently transcribing, Hda1C interacting with RNA Pol II may deacetylate histone H4. When a gene is not being transcribed, or once RNA Pol II passes, recognition of H3K36me3 by the Eaf3 chromodomain of Rpd3S may result in deacetylation of the remaining acetylated histones. Both Hda1C and Rpd3S may negatively affect elongation. In addition, Rpd3S inhibits initiation from cryptic promoters and suppresses histone exchange. At inactive or inducible genes, Hda1C preferentially deacetylates histone H3 to delay the kinetics of gene induction

Although Hda1C binds to highly active genes, it lacks domains recognizing co-transcriptional histone modifications, including H3K36me3 and H3K4me2, enriched in transcribed regions. Instead, the Arb2 domain of Hda1 and the N-terminal regions of Hda2 and Hda3 contribute to targeting of the complex to chromatin. Recruitment of Hda1C to hyperactive genes is likely initiated by RNA Pol II transcription. Hda1C interacts directly with Rpb3 via the Arb2 domain of Hda1 and its crosslinking is highly correlated with transcription frequency (Fig. 4a, b). Furthermore, our ChIP data indicated that Hda1C travels with RNA Pol II at *GAL* genes (Fig. 4g). Therefore, we propose that RNA Pol II initially recruits Hda1C to highly transcribed genes, and then multiple interactions including Arb2-RNA Pol II, Arb2-histones, and DNA/RNA-Hda2 and -Hda3 stabilize Hda1C binding to highly active genes. Notably, some mammalian HDACs also bind active genes^29^. In particular, HDAC6 is highly enriched at active coding regions via an interaction with the phosphorylated C-terminal domain of RNA Pol II, although its function in histone deacetylation remains unknown.

Although Hda1C and the Set2–Rpd3S pathway play important roles in histone deacetylation, they differentially regulate H4 acetylation within coding regions (Fig. 7). Whereas Hda1C is more active at highly transcribed genes, the Set2–Rpd3S pathway preferentially acts on infrequently transcribed genes (Fig. 5a, b). Furthermore, mutants for the Set2–Rpd3S pathway, but not Hda1C mutant cells, showed reduced H4 acetylation at transcription start sites (Fig. 5d, f). These findings suggest independent roles of these HDACs in histone deacetylation. Genes transcribing at intermediate levels are deacetylated by both Hda1C or the Set2–Rpd3S pathway, but these HDACs may act at different times. It is possible that Hda1C deacetylates histone H4 at currently transcribing genes via an interaction with RNA Pol II, whereas the Set2–Rpd3S pathway deacetylates histone H4 at the same genes when they are not currently transcribing by recognizing H3K36me3. Hda1C may deacetylate histone H4 immediately after RNA Pol II passes, but acetylated histone H4 incorporated during nucleosome reassembly may be deacetylated by the Set2–Rpd3S pathway (Fig. 7).

Loss of the Set2–Rpd3S pathway leads to an accumulation of cryptic and antisense transcripts from internal promoters within coding regions^7,17,30^. As expected, the *STE11* and *PCA1* genes produced cryptic transcripts in *set2∆* cells (Supplementary Fig. 5f and g). Some Set2-repressed cryptic transcripts, including *PCA1*, are transcriptionally induced upon environmental changes^25^. Although deletion of *HDA1* slightly increased H4 acetylation at *PCA1* but not at *STE11*, cryptic transcripts were not observed, suggesting that elevated H4 acetylation itself is not sufficient to activate cryptic promoters (Supplementary Fig. 5f and g). Unexpectedly, loss of Hda1 results in a slight increase in histone occupancy. Although how Hda1C reduces nucleosome occupancy remains unclear, a slight increase of histone levels may block initiation from cryptic promoter in *HDA1* deleting cells (Supplementary Fig. 5h and i). Cells defective in the Set2–Rpd3S pathway bypassed the requirement for Bur1, a positive elongation factor^8^ (Fig. 5h). The growth defect of *bur1∆* cells was also suppressed by overexpression of the histone demethylases Jhd1 and Rph1, which demethylate H3K36 methylation^21^ (Supplementary Fig. 5e). Notably, deletion of *HDA1* also partially supported the growth of *bur1∆* cells and a synergistic effect was seen when Jhd1 or Rph1 was overexpressed (Fig. 5h and Supplementary Fig. 5e). Taken together, these findings suggest that Hda1C-mediated deacetylation of histone H4 within coding regions may inhibit RNA Pol II elongation.

Although loss of Hda1 resulted in a significant increase in histone acetylation throughout the yeast genome, there was little effect on global transcript levels under a steady-state condition^22^. Recent studies have suggested that chromatin regulators may fine-tune the kinetics of transcriptional responses upon environmental changes^3^. Here, we identified 331 genes that were negatively regulated by Hda1C. Whereas basal transcript levels of these genes were not strongly affected by deletion of *HDA1*, their induction by switching to galactose medium was stronger and more rapid in *hda1∆* cells than in wild-type cells (Fig. 6b). Loss of Hda1 increased H3 acetylation but not H4 acetylation at these genes, suggesting that Hda1C-mediated deacetylation of H3 at inactive genes delays gene induction (Fig. 6c, d).

An important question is how Hda1C differentially deacetylates histone H3 or H4 at a different or the same locus, depending on the transcriptional status of the gene. Rpd3-containing HDACs can deacetylate histones H3 and H4 at the same locus^6^. Furthermore, the Set3 HDAC includes two HDACs, Hst1 and Hos2, which preferentially deacetylate histones H3 and H4, respectively^6^. Previous reports and our data suggest that, although Hda1C can deacetylate histones H3 and H4, its specificity is tightly regulated depending on the transcription frequency. Whereas Hda1C mainly reduces H3 acetylation at transcriptionally inactive genes, histone H4 is specifically deacetylated by this complex at highly transcribed genes (Fig. 7). Post-translational modifications of Hda1C might affect its specificity. Hda1 and Hda3 are highly sumoylated upon KCl or sorbitol stress^31^. In addition, these two proteins are phosphorylated by unknown kinases^32^. Determining whether these modifications affect the specificity of Hda1C will be important to understand the exact function of Hda1C in histone deacetylation and transcription regulation.

## Methods

### Yeast strains

Yeast strains used in this study are listed in Supplementary Table 1. The time-course experiments were done with matched *HDA1* and *hda1Δ* strains as previously described^24^. To generate the mutant lacking the Arb2 domain in Fig. 3, the *delitto perfetto* strategy was used^33^. The *HDA1*-myc strain was generated by inserting the 18-myc tag into C-terminus of *HDA1*. Except for Figs. 1a, 4g and Supplementary Fig. 4d, all strains were grown in 200 ml of YPD (Yeast extract Peptone Dextrose; 1% Yeast Extract, 2% Peptone, 2% Dextrose (Glucose)) at 30°C until OD600 was 0.5–0.6. For Fig. 1a, the indicated strains were grown in YPD or YP-Galactose (1% Yeast Extract, 2% Peptone, 2% Galactose). For Fig. 4g, and Supplementary Fig. 4d, cells were grown in YP-Galactose media to an optical density at 600 nm of 0.6 and subsequently transferred to YPD for 4 min.

### RT-PCR

RNA was extracted from cells with hot phenol. Total RNAs was treated with DNase I (Thermo Fisher Scientific) and first-strand cDNA was prepared with 1 μg total RNA, ReverTra Ace qPCR RT kit (TOYOBO), and gene-specific primers. cDNA was analyzed by real-time qPCR using SYBR Green Supermix and CFX96 cycler (Bio-Rad).

The sequences of oligonucleotides used in this study are listed in Supplementary Table 2.

### Peptide pull-down assay

Whole cell extracts were prepared with binding buffer (50 mm Tris-HCl (pH 7.5), 0.1% NP-40) containing 150 mm, 200 mm, or 300 mm NaCl and protease inhibitors. In all, 1 mg of total extracts was incubated with 1μg of biotinylated histone peptides (Anaspec) and 25 μl of streptavidin coupled Dynabeads (Invitrogen) at 4°C overnight. Beads were washed five times with 1.5 ml of binding buffer and precipitates were resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) followed by immunoblot analysis.

### Northern blot analysis

Total RNA was isolated from cells with hot phenol and 10 μg of total RNA was separated on an agarose gel and then transferred to nylon membrane. Northern blot analysis was done as previously described^34^. The sequences of oligonucleotides used for northern blot analysis are listed in Supplementary Table 2. Strand-specific probes were generated by unidirectional PCR in the presence of [α-^32^P] dATP with only one primer. Hybridization was done in a buffer containing 1% BSA, 7 % SDS, 1 mm EDTA (pH 8.0), and 300 mm Sodium phosphate buffer (pH 7.2). The membranes were washed with 2× SSC and 0.1% SDS for 20 min and exposed to PhosphoImager. Uncropped Northern-blots can be found in Supplementary Fig. 9.

### Spot assay

For spotting analysis, cells were resuspended at 2.5 × 10^8^/ml and subjected to threefold serial dilutions in synthetic complete (SC) media lacking any carbon sources, and 3 μl of aliquot of each dilution was spotted on the indicated plates. Growth was assayed at 2 days (SC/Glu as a positive control) or 8 days (SC/5-FOA to select against the *BUR1/URA3* plasmid).

### Western blot analysis

Cells expressing TAP-tagged or myc-tagged proteins were grown in YPD at 30 ^o^C to mid-log phase. Cells were lysed using lysis buffer (50 mm Tris, pH 7.5, 150 mm NaCl, 0.1% NP-40) with protease inhibitors (Pepstatin A 1 μm, Aprotinine 0.3 μm, Leupeptin 1 μm, phenylmethylsulfonyl fluoride 1 mm) and glass beads. Protein concentration was quantitated by Bradford assay. For SDS-PAGE and western blot analyses, 15~30 μg of whole cell extracts was used. Proteins were separated in SDS-PAGE and transferred onto a PVDF membrane (Millipore). The blots were visualized on film with SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific). Uncropped Western-blots can be found in Supplementary Figs. 7 and 8.

### Co-immunoprecipitation assay

Whole cell extracts were prepared with binding buffer (50 mm Tris-HCl (pH 7.5), 0.1% NP-40) containing 150 mm NaCl and protease inhibitors (1 μm aprotinin, 1 μm leupeptin, 1 μm pepstatin, 1 mm phenylmethylsulfonyl fluoride). In all, 1.5 mg of total extracts was incubated with 25 μl of protein G sepharose (GE Healthcare) and with or without 4 μl of α-Rpb3 antibody (BioLegend) at 4 ^o^C for 4 h. Beads were washed five times with 1.5 ml of binding buffer and precipitates were resolved by SDS-PAGE followed by immunoblot analysis.

### Chromatin immunoprecipitation and ChIP-sequencing

Cells fixed with 1% formaldehyde were subjected to ChIP as previously described^6^ with oligonucleotides as listed in Supplementary Table 2. The following histone antibodies were used: anti-H3K36me3 (Abcam ab9050), anti-acetyl H4 (Millipore 06–598), anti-acetyl H3 (Millipore 06–599), anti-myc (BioLegend 626802) and anti-H3 (Abcam ab1791). Except for H3 acetylation, all ChIP-seqs included *S. pombe* “spike-in” added at 10% relative to *Saccharomyces cerevisiae* chromatin.

Precipitated DNAs were analyzed by quantitative real-time PCR using THUNDERBIRD® SYPR qPCR Mix (TOYOBO) and CFX96 cycler (Bio-Rad). The DNA libraries for ChIP-seq were prepared using Accel-NGS 2 S Plus DNA Library Kit (Swift Biosciences) and sequenced on the HiSeq2500 platform (Illumina) following the manufacturer’s instructions.

### Sequence analysis

To ensure an accurate comparison between experimental conditions, genomic DNA fragments of *S. pombe* were used as a spike-in control. The sequence reads were aligned to the *S. cerevisiae* genome (R61–1–1) or *S. pombe* genome (ASM294v2) using Bowtie2 program (ver. 2.2.5)^35^ and ones exclusively assigned to each genome were counted to remove ambiguity. Data filtering, conversion, and visualization were performed by Picard-tools-2.6 (http://broadinstitute.github.io/picard), BEDTools-2.26.0^36^ and IGV-2.3.91, respectively^37^. Assuming that spike-ins should contain the constant amount of DNA in each experiment, the total sequence read numbers were adjusted and the ratio of the read numbers from treatment (H4ac or H3ac) to the ones from control (H3) was calculated as the enrichment factor in *S. pombe*. Considering this ratio, the relative enrichment of modified histones (H4ac or H3ac) to the control (H3) in *S. cerevisiae* was calculated by MACS2 (ver. 2.1.0) program with parameter ‘–ratio'^38^ and deepTools-2.3.5^39^. The gene ontology (GO) enrichment was assessed by a Bioconductor package, GOstats (ver. 2.40.0)^40^. The R packages (ver. 3.4.1) (http://www.r-project.org) were used to plot a heatmap, compute the Pearson’s correlation coefficients and P-values, and group the data by K-means clustering. Significantly enriched ChIP-seq regions, called peaks, were identified by MACS2 program (ver. 2.1.0)^38^ with minimum false discovery rate (*q* value) cutoff of 0.05. The peak overlapping between samples was examined by DiffBind-2.2.3^41^. Gviz-1.18.2^42^ visualized the location of the peaks on chromosomes.

### RNA preparation and sequencing

Total RNA was isolated by hot-phenol method. The mRNA-seq libraries were prepared using NEXTflex Rapid Directional mRNA-Seq Kit (Bioo Scientific) and sequenced on the HiSeq2500 sequencer (Illumina). The sequences were aligned to the *S. cerevisiae* transcriptome using HISAT2–2.0.4^43^. The sequence reads were counted by StringTie-1.3.0^44^ and fragments per kilobase of transcript per million mapped reads (FPKM) was used as a normalized expression level. The downstream analysis such as drawing heatmap and violin plot, and permutation test, was done by using R packages (ver. 3.4.1).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The ChIP-seq and RNA-seq data sets that support the findings of this study have been deposited in the Gene Expression Omnibus with the accession code GSE121763 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121763). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying Figs. 1, 3a–d, 3 g, 3 h, 4 g, and 5c, and Supplementary Figs. 1, 3b–d, 4d, 5c, and 6a are provided as a Source Data file. A reporting summary for this Article is available as a Supplementary Information file.

How the deposited data were processed for this re-analysis (not part of the article)

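ChIP-seq was made by the authors in *S. cerevisiae* grown in YPD at 30 °C, for acetylated H3 and H4 in wild-type, *hda1∆* and *tup1∆* cells and for the myc tag in untagged cells, cells with Hda1-myc and cells with Hda1-myc lacking the Arb2 domain. The labels divide the libraries into a set with an *S. pombe* spike-in and a set without, with 2 libraries per strain and antibody in each, and H3 acetylation in the set without spike-in only. The paper's methods state that all ChIP-seq except that of H3 acetylation included the spike-in. Its results, however, describe H4 acetylation ChIP-seq (Fig. 2a) and then further ChIP-seq with the spike-in (Fig. 2b). The H4 acetylation set labelled without it may be the first of these. The anti-myc set labelled without it stays unexplained, and all sets were kept apart by label. The paper gives the spike-in as 10%. Of the 54 samples assigned to a condition, 30 have a peak list. The other 24, which are input or total H3 libraries, have none and were not analysed here. RNA-seq, Rpb3 ChIP-seq and *set2∆* were not analysed here either.

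According to the paper, the authors aligned reads with Bowtie2 to R61-1-1 for *S. cerevisiae* and ASM294v2 for *S. pombe*, filtered them with Picard and called peaks with MACS2 at a q of 0.05. The paper names H3 as the control for the relative enrichment of acetylated H3 and H4 that MACS2 computed. Its sentence on the peak calls does not repeat the control. The deposited lists give for each peak its position, a score, the fold enrichment over the control as a ratio, and the −log10 p-value and −log10 q-value that MACS2 computed. The largest q-value of a deposited peak was 0.00987 in the set without spike-in and 0.0474 in the spike-in set. The lists hold neither read counts nor a spike-in scale, so the depth of each library is unknown, no confidence interval was computed, and the heights of peaks were not compared between libraries. The deposited fold was used only to rank peaks within 1 library, the deposited −log10 q-value only for a stricter threshold and for taking peaks in order, and the deposited score and −log10 p-value were not used.

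Gene positions came from a gene table of the R64 assembly, because none of R61-1-1 was at hand. None of its coordinates is printed, and printed peak positions are those of the peak lists, counted from 1. Using its positions for overlaps goes beyond names and neighbours, so the fit of the builds was checked. The peaks of H4 acetylation were compared with the gene table moved by −120 to 120 bp in steps of 20 bp. The best fit over the genome was at 0 bp (r = 0.41), and in 60 windows along the chromosomes it lay between −120 and 100 bp. The contrasts, the correlations, the numbers of gaining and bound genes, and the coverage of gene classes and of named genes tried under alternatives were also computed with the table moved by 200 bp in both directions. The table holds 6002 nuclear protein-coding genes on 16 chromosomes, of which 230 overlap another. Gene lengths run from start to stop codon and include introns, and 96.4% of them are multiples of 3.

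From the lists, the percent of each coding region, and of the 400 bp upstream of the start codon, lying under peaks was computed for each library. No filter was set on peaks. Gene classes were the 137 ribosomal protein genes, found by their symbols, and lists written by function from general knowledge of yeast, with 15 glycolysis, 61 meiosis and 25 glucose-repressed genes. These lists, the thresholds and the alternatives were fixed before the data were examined. The plan was to rank genes by codon adaptation, for which the genome sequence was not at hand. The contrast of active classes (ribosomal protein and glycolysis) minus inactive classes (meiosis and glucose-repressed) took its place, a change made before any coverage was computed. Genes named in the text are the 16 the paper names, the 5 with the largest gain of H4 acetylation coverage in *hda1∆* in the spike-in set, and the 5 under the Hda1-myc peaks with the highest mean rank by fold. The rule was fixed in advance.

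Class contrasts and correlations were tested by rotation. The peaks of all libraries compared were moved together by 10000 random distances of at least 20000 bp round the joined chromosomes of 12060598 bp, and the two-sided p was compared with 0.05. The smallest p this can give is 0.0001. With 2 libraries per group, an exact permutation test of libraries cannot give a p under 0.33. The rotation p does not describe the spread between cultures. Benjamini-Hochberg adjustment was made over 15 acetylation contrasts, 8 binding contrasts and 2 correlations. A gene gained or lost coverage when both mutant libraries lay at least 10 percentage points above or below both wild-type libraries. The level of replicate noise was taken from the 2 splits with 1 mutant and 1 wild-type library on each side. A gene was bound when at least 50% of its coding region was covered in both libraries.

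The test and the counts were tested on simulated data. With *hda1∆* and wild-type differences of the spike-in set moved at random, 5.0% of 200 simulated contrasts over 238 genes had a p at or under 0.05. The test moves the same differences in the same way, so a share near this value follows from the construction. It checks the calculation only, and cannot show how the test bears differences between cultures. Gains of 15, 20, 30 and 50 points were planted in 200 genes partly covered by peaks, with 1 mutant and 1 wild-type library on each side so that the spread between libraries stayed. Of the planted genes, 43.5, 69.0, 84.0 and 95.0% were recovered, respectively, and 34 of the 5802 others were called, so gains close to the margin are often missed.

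The alternatives were a stricter threshold with a −log10 q of at least 5, equal covered length (in each library, peaks taken from the best q downwards until they cover as much as the library with the least), overlapping genes left out, genes under 500 bp left out, ribosomal protein genes left out, genes of 1000 to 2000 bp only, a promoter window of 200 bp on each side of the start codon, a gain margin of 25 points, any overlap called bound, the replicate number as a block, and each library left out in turn. Chosen after the data were seen were the gene table moved by 200 bp, the differences between *hda1∆* and *tup1∆* and between Hda1-myc with and without the Arb2 domain, the correlation without ribosomal protein genes, genes for tRNA, snoRNA and snRNA, lists matched on gene length, the genes over which chance overlap was counted, anti-myc libraries paired by replicate number, and the classes and named genes taken singly. Calculations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots Matplotlib 3.10.9.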

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

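The tests of pull-down without the tag and of reads shared between paralogs in this part were chosen after the result was seen, as were the tRNA genes themselves, while the test of neighbouring bound coding regions was written before its result.

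Hda1-myc peaks lay over genes that the paper does not discuss. In the spike-in set, they touched 270 of 275 tRNA genes in each library and covered 98.1% of their bases on average, against 0.364 and 0% in the untagged libraries. In the set without spike-in, 98.2% was covered with Hda1-myc and 0% in either untagged library. Without the Arb2 domain, the coverage was 84.7 and 1.82% in the spike-in set and 96.7 and 67.6% in the set without. Pull-down without the tag would cover these genes in the untagged libraries too, and the 0.364% in the library with most untagged peaks, where 42.6% of ribosomal protein coding regions was covered, argues against it. Without spike-in, the untagged libraries covered 3.08 and 3.67% of ribosomal protein coding regions and no tRNA gene. Spread from neighbouring bound coding regions would leave distant tRNA genes uncovered, but the 232 tRNA genes over 1000 bp from a bound coding region were covered by 97.8%. Many tRNA genes have identical copies, and reads shared between copies stay open, as the copies could not be told apart from the gene table and this was not tested. The tag is the difference between the strains, and whether Hda1 itself binds tRNA genes may be asked with reads that map to 1 place only.

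The paper describes anti-myc ChIP-seq with spike-in and does not report on the anti-myc libraries without it. In these, 429 genes were bound by Hda1-myc in both libraries, against 15 in the untagged strain. Of the 429, 398 were also bound in the spike-in set and 31 were not. Untagged peaks of either set touched 172 of the 429, and for these 172 genes binding and pull-down without the tag cannot be told apart. How many were touched in the set without spike-in alone was not counted. No untagged peak of either set touched the other 257, which argues against such pull-down as their only source. The untagged libraries hold 40 and 30 peaks in the set without spike-in, and 235 and 10 in the spike-in set. Their depth is unknown, so pull-down too weak to be called stays open. Reads shared between paralogs would leave single-copy genes less covered, but the ribosomal protein genes with no A or B paralog were covered by 100.0%. Depth and the control of each peak call were not tested and stay open too.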

How the results depend on the processing

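The alternatives fixed before the data were examined were applied to the 15 acetylation contrasts, the 8 binding contrasts, the 2 correlations, and the numbers of genes gaining coverage and bound. With overlapping genes left out, all 37 results computed kept their direction and their side of the threshold, or, for numbers of genes, stayed within 1.5 times. The same held for 36 of 37 with stricter peaks, and for 36 of 37 with the gene table moved by 200 bp in either direction, a setting chosen after seeing the data. The exception in each was the promoter contrast for H4 acetylation in *hda1∆* without spike-in, which passed the threshold at 5.63, 9.43 and 8.48 percentage points, respectively. This contrast, 4.94 points as reported, also passed it at equal covered length (7.09 points) and with 200 bp on each side of the start codon (17.8 points).

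Leaving out the ribosomal protein genes reversed 6 results and took 1 below the threshold. The 17 others kept their direction and their side of the threshold, but not always their size. The contrast for H4 acetylation in *hda1∆* coding regions of the spike-in set was then 7.65 points, the 1 below the threshold. The promoter contrast in *hda1∆* reversed to −0.669 points with the spike-in and −0.845 without. In *tup1∆*, the coding contrast reversed to −7.42 and −2.72 points and the promoter contrast to −6.24 and −1.37 points. The alternative leaves 15 active genes, the glycolysis genes, most of which have no H4 acetylation peak, so these values rest on few genes. In *tup1∆* with the spike-in, the glycolysis genes were covered by 0 and 17.9% in the 2 libraries. The contrast in *hda1∆* promoters with the spike-in was below the threshold with short genes left out (3.95 points) and in genes of 1000 to 2000 bp (2.90 points), and lay between 4.99 and 9.28 points with 1 library left out, below the threshold without wild-type replicate 1 (4.99 points) and without *hda1∆* replicate 1 (6.00 points). Among genes of 1000 to 2000 bp, the *tup1∆* promoter contrasts of 7.82 and 4.46 points and the difference between *hda1∆* and *tup1∆* coding regions in the spike-in set of 8.58 points, the last chosen after seeing the data, were also below it. The cause was not tested.

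Equal covered length removes differences in the amount of genome called, and in the anti-myc sets it reduces each tagged library to the length of the one without the Arb2 domain that has the least. The length contrast was then 0.846 points and below the threshold. The difference between Hda1-myc with and without the Arb2 domain reversed to −4.99 and −20.8 points. These values compare the best-ranked peaks of lists of unequal length and cannot decide how binding differs. The number of genes bound by Hda1-myc fell to 20 with the spike-in and 69 without, and without the Arb2 domain it was 81 in the set without spike-in. Genes gaining H4 acetylation in *hda1∆* without spike-in numbered 479 instead of 265.

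A gain margin of 25 points gave 136 and 276 gaining genes for H4 acetylation in *hda1∆* and *tup1∆* with the spike-in, 147 and 275 without, and 383 and 368 for H3 acetylation, as fewer genes can pass it. Any overlap called bound gave 953 genes with Hda1-myc and 51 without the Arb2 domain in the spike-in set, and 758 and 218 without spike-in.

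With 1 library left out, 322 to 413 genes gained H4 acetylation in *hda1∆* and 555 to 759 in *tup1∆* with the spike-in. The highest values were without *hda1∆* replicate 1 and without *tup1∆* replicate 1, and without *hda1∆* replicate 2 it was 412. The number of genes bound without the tag lay between 2 and 126 with the spike-in, the latter without untagged replicate 2, and was 0 with short genes left out. Without the Arb2 domain, it lay between 28 and 285 with the spike-in and between 140 and 246 in the other set, the higher values without replicate 2. The untagged contrast lay between 0.130 and 42.5 points, the lower without replicate 1. With 1 library left out, a gene has to pass in fewer libraries, so that more genes can be called. In the spike-in set, the untagged libraries hold 235 and 10 peaks and those without the Arb2 domain 628 and 59.

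Acetylation libraries share replicate numbers between strains, but deviations of libraries with the same number from their strain means had correlations of only −0.025 to 0.079 over genes. With the number as a replicate block, 292 and 513 genes gained H4 acetylation in *hda1∆* and *tup1∆* with the spike-in, 291 and 511 without, and 741 and 659 gained H3 acetylation. The block changed no number by more than 1.5 times. Among anti-myc libraries, replicate 1 holds more peaks than replicate 2 in every strain of both sets, and the deviations of the untagged libraries and those without the Arb2 domain had a correlation of 0.61 with the spike-in, so that a shared batch cannot be ruled out there. Paired by number after the data were seen, the contrast of Hda1-myc exceeded that without the Arb2 domain by 12.6 and 86.7 points with the spike-in and by 15.3 and 48.1 points without.

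Taken singly and with no test, the coverage of gene classes stayed within the spread of replicates in 208 of the values computed, moved beyond it in 29 and reversed in 3. The glucose-repressed genes reversed to 1.88 points for H4 acetylation in *hda1∆* with the spike-in at equal covered length, and the ribosomal protein genes to −0.893 and −0.328 points for H3 acetylation in *hda1∆* with the gene table moved. Of the values of named genes, 189 stayed, 26 moved and 3 reversed. For H3 acetylation in *hda1∆*, *TKL1* reversed to 1.13 and *HDA1* to 0.731 points with the gene table moved, and *ARG1* to −20.9 points at equal covered length. The cause was not tested.

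The correlation of codon adaptation with the gain of H4 acetylation, and the same in the middle groups of codon adaptation, were not run, as the genome sequence was not at hand. Equal covered length was not run for the untagged strain. Since depth is unknown, a gene without a peak cannot be called free of acetylation or of Hda1.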

Differences from the paper's values

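The paper states that about 47% of genes showed a considerable increase of H4 acetylation within coding regions in *hda1∆* cells, as the share of genes in groups 3, 4 and 5 of its clustering. Here, 4.27% of genes gained H4 acetylation coverage in the spike-in set. The scales differ, as the paper's value counts genes in clusters of log2 fold changes and the value here counts genes whose peak coverage rose by at least 10 percentage points. Under the alternatives set before the data were examined, the share lay between 2.27 and 6.88%, and under none of them did it come within 1.5 times the paper's value. The 2 shifts of the gene table, chosen after the data were seen, gave 4.18 and 4.22%.

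The paper gives a q of 0.05 as the threshold of its peak calls. The largest q of a deposited peak was 0.00987 in the set without spike-in, and 0.0474 in the spike-in set. No alternative bears on this value.

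The number of genes of up to 500 bp is about 1600 in Fig. 2f, read by eye, and 893 here. The lengths here run from start to stop codon with introns, for 6002 genes, and the paper does not state how it measured length or on which gene list. No alternative bears on this value, and the cause of the difference was not tested. For genes over 3000 bp, the number here is 527, against about 520 in Fig. 2f, read by eye.

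The paper states that H4 acetylation within more active genes rose strongly in *hda1∆* but not in *tup1∆* cells. Here, H4 acetylation coverage of the ribosomal protein genes rose in *tup1∆* too, by 26.7 percentage points in the spike-in set and by 17.1 points without spike-in. The rise in *hda1∆* was 31.8 and 31.3 points. The scales differ, as the paper's heatmaps show log2 fold changes with spike-in scaling over genes sorted by Rpb3 occupancy. No such scaling could be read from the peak lists, and coverage is given here for 1 gene class. Along these genes in the spike-in set, the first of 10 parts was covered by 40.2% in wild-type, 71.3% in *hda1∆* and 82.5% in *tup1∆*. The last part was covered by 8.03, 30.6 and 21.1%. Their promoters rose by 5.73 points in *hda1∆* and 26.9 in *tup1∆*. The contrast of active and inactive genes was larger in *hda1∆* than in *tup1∆* by 15.7 and 20.2 points. Without the ribosomal protein genes, the *tup1∆* contrasts were −7.42 (permutation p = 0.16) and −2.72 points (p = 0.51). The first rests on glycolysis genes covered by 0 and 17.9% in the *tup1∆* libraries, on either side of the 13.3% of each wild-type library, so it has no clear direction.

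The paper states that longer genes gained more H4 acetylation than shorter genes in *hda1∆*. In peak coverage, the longest genes changed by 0.220 points, with overlapping libraries, in the spike-in set and fell by 2.13 points without spike-in, where the shortest fell by 3.02 points. The contrast with the shortest genes has the paper's direction, as the shortest genes fell by 3.96 points in the spike-in set, but the classes between show no steady trend (−3.74 points at 500 to 1000 bp, −4.85 at 1000 to 2000 bp and −3.46 at 2000 to 3000 bp), and the contrast was not at a p under the threshold when covered length is equal (0.846 points, permutation p = 0.37).

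The paper states that Tup1 mainly controls histone acetylation at inactive promoters. For H3 acetylation, the direction here is the paper's at glucose-repressed promoters, which rose by 22.2 points in *tup1∆*, and the meiosis promoters changed by 0.027 points. For H4 acetylation in the spike-in set, the ribosomal protein promoters rose by 26.9 points and the glucose-repressed promoters by 12.6 points.

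The paper states that H4 acetylation rose at *TEF1* and *TEF2* in *hda1∆*. No H4 acetylation peak touched either gene in any library here, so no change could be seen. The paper also states that binding of Hda1 at these genes was greatly reduced without the Arb2 domain. The coding regions stayed covered by 92.0 to 100% for *TEF1* and by 93.5 to 100% for *TEF2* in the spike-in set, while coverage of the *TEF1* promoter went from 100% to 6.50 and 0% and that of the *TEF2* promoter from 100% to 15.0 and 0%. Untagged replicate 1 also covered 91.7% of the *TEF1* and 92.3% of the *TEF2* coding region, and replicate 2 none of either. Peak height was not compared, so coverage of these coding regions cannot decide how far binding fell. The coding region of *TKL1*, near *TEF1*, went from 100% to 0% in both libraries.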

Other observations

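In this part, the tests of paralogs for H4 acetylation in both mutants and for H3 acetylation at promoters, and the test of a promoter window placed off the peaks, were written before their results, and the tests of the amount of genome called, of short coding regions and of unequal enrichment, and the snoRNA and snRNA genes, were chosen after the results were seen.

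H4 acetylation coverage of the ribosomal protein genes rose by 31.8 percentage points in *hda1∆* and by 26.7 points in *tup1∆* in the spike-in set. More of the genome called cannot have caused the rise in *hda1∆*, as covered length changed by −11.5% there and both libraries lay below both wild-type libraries. If it had caused the rise in *tup1∆*, the rise would vanish at equal covered length, where it was 24.2 points. Reads shared between paralogs would leave genes without a paralog unchanged, but the 19 ribosomal protein genes with no A or B paralog rose by 30.2 points in *hda1∆* and by 25.0 points in *tup1∆*. If short coding regions had caused the rise in *hda1∆*, other genes of the same length would rise too, but among 10000 lists of other genes matched on length from start to stop codon the highest mean change was 1.16 points and the median −6.01 points. In the 2 sets together, each *hda1∆* library (52.0 to 57.2%) lay above each wild-type library (20.6 to 26.1%), so a difference in 1 library is not the cause. The control of each peak call, depth other than through the amount of genome called, and differences between cultures that both sets share were not tested and stay open. An effect of each deletion on H4 acetylation at ribosomal protein genes may therefore be held as a hypothesis and no more.

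H3 acetylation coverage of the ribosomal protein promoters changed by −16.8 percentage points in *hda1∆*, with 61.4 and 57.8% in the wild-type libraries and 44.0 and 41.5% in *hda1∆*. It was 50.5 and 48.0% in *tup1∆*. Less of the genome called in the mutant could lower it, but the covered length was 16.3% higher in *hda1∆*, with both libraries above both wild-type libraries. In genes with no A or B paralog it was −8.53 points, which argues against reads shared between paralogs as the whole cause. With the gene table moved by 200 bp it was −10.1 points in the direction that weakened it most, which argues against a window placed off the peaks. Depth other than through the amount of genome called and the control of the peak calls stay open, and a shift of peaks from promoters into coding regions was not tested.

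In the spike-in set, 28 genes were bound without the Arb2 domain, against 512 with Hda1-myc. In replicate 1 alone, 285 genes were bound without the domain. Unequal enrichment between libraries could give such a difference without any effect of the domain, and the deletion and the enrichment cannot be told apart here, because replicate 2 of the strain holds 59 peaks and replicate 1 holds 628.

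Hda1-myc peaks covered 99.9 and 98.5% of the 76 snoRNA genes in the spike-in set, against 31.2 and 0% in the untagged libraries. The 6 snRNA genes were covered by 100% with Hda1-myc and by 21.9 and 0% without the tag. No explanation was tested.

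Other genes that the paper names have values that belong to no ChIP-seq claim. By ChIP with PCR, the paper reports more H4 acetylation in *hda1∆* within *YEF3* and *PMA1* (Fig. 1b) and *STT4* and *HAP1* (Fig. 5c), and slightly more at *PCA1*. Peak coverage in the spike-in set showed no rise at any of these genes. Changes that stay below the level of peak calls do not show in it. In the spike-in set, *PMA1* (YGL008C) was covered completely by Hda1-myc, by the peaks without the Arb2 domain and by untagged replicate 1. *YEF3* (YLR249W) was covered there by 100% with Hda1-myc, by 98.9 and 22.5% without the Arb2 domain, and by 85.5 and 0% in the untagged libraries. Without spike-in, *PMA1* was covered completely in every anti-myc library. *YEF3* was covered in that set by 100% with Hda1-myc, by 97.9 and 95.8% without the Arb2 domain, and by 22.1 and 0% in the untagged libraries. No H4 acetylation peak of the spike-in set touched *PMA1*, *YEF3*, *HAP1* (YLR256W) or *PCA1* (YBR295W) in any strain. Without spike-in, *tup1∆* peaks covered 7.58 and 7.14% of *HAP1* and 6.85 and 8.41% of *PCA1*. Hda1-myc covered 42.1 and 29.3% of *HAP1* in the spike-in set, and 33.9 and 30.8% in the set without. H4 acetylation coverage of *GAL3* was 75.4 and 63.0% in wild-type, 34.7 and 74.1% in *hda1∆* and 98.9 and 97.1% in *tup1∆*, and without spike-in 40.4 and 40.1%, 76.3 and 69.8%, and 93.0 and 96.5%, so that both *hda1∆* libraries lay above wild-type there. For *STE11* (YLR362W) in the spike-in set it was 40.5 and 42.1% in wild-type and 33.8 and 35.2% in *hda1∆*, for *STT4* (YLR305C) 5.19 and 6.05% and 5.21 and 5.42%, for *ARG1* (YOL058W) 99.3 and 97.0% and 80.3 and 88.4%, and for *HXT5* (YHR096C) 35.7 and 38.8% and 39.1 and 32.0%. Without spike-in, the wild-type and *hda1∆* values were 39.2 and 39.2% and 30.5 and 32.6% for *STE11*, 0 and 2.81% and 0% for *STT4*, 100% and 76.0 and 73.5% for *ARG1*, and 31.7 and 25.7% and 32.2 and 31.6% for *HXT5*. H3 acetylation coverage of *HXT5* was 10.4 and 13.7% in wild-type and 34.1 and 32.7% in *hda1∆*. For *ARG1* it was 14.3 and 27.5% in wild-type and 83.1 and 92.0% in *hda1∆*, a rise that reversed to −20.9 percentage points at equal covered length. *GAL1* (YBR020W) had no H4 acetylation peak in wild-type or *hda1∆*.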
